# 5-OH-TMT mitigates colitis through HTRA2 binding–mediated activation of the Dectin-1 signaling pathway

**DOI:** 10.1038/s41401-026-01782-0

**Published:** 2026-04-02

**Authors:** Chun-xiu Xiao, Wen-yuan Wu, Shi-cong Li, Mei-ling Dong, Yu-hang Bian, Meng Yu, Xiang Lv, Wei-guo Chen, Min Hong, Jing Zhou, Yang Sun, Hong-yue Ma, Yu-yu Zhu

**Keywords:** inflammatory bowel disease, 5-OH-TMT, HTRA2, Dectin-1, intestinal barrier

## Abstract

Inflammatory bowel disease (IBD) is a debilitating condition driven by the dual pathologies of chronic inflammation and impaired intestinal barrier function. A significant clinical need exists for therapies that can effectively target both issues simultaneously. In this study, we investigated the therapeutic potential and mechanism of 5-hydroxy-*N,N,N*-trimethyltryptamine (5-OH-TMT), a quaternary ammonium salt derivative of bufotenine. We demonstrate that oral administration of 5-OH-TMT significantly ameliorates disease in two distinct murine models of experimental colitis (dextran sulfate sodium-induced and 2,4,6-trinitrobenzene sulfonic acid-induced colitis). The 5-OH-TMT treatment markedly improved clinical symptoms, potently suppressed pro-inflammatory cytokine production, and promoted a vital restoration of intestinal barrier integrity. Further exploration of the molecular basis of action of 5-OH-TMT using an unbiased proteomic screen revealed that 5-OH-TMT directly binds to and inhibits the mitochondrial serine protease high-temperature requirement A2 (HTRA2) protein. Additional mechanistic studies demonstrated that this inhibition of HTRA2 activates the Dectin-1/CARD9 signaling pathway, a key axis in mucosal defense. Subsequent work confirmed that siRNA-mediated silencing of HTRA2 could phenocopy the drug’s effects, including the suppression of pro-inflammatory NF-κB phosphorylation. In conclusion, our findings establish that 5-OH-TMT mitigates colitis through a newly identified mechanism involving direct HTRA2 inhibition. This inhibition unleashes a protective Dectin-1-dependent program that both suppresses inflammation and restores barrier function. This work identifies the HTRA2-Dectin-1 axis as a promising new therapeutic target for IBD.

**Figure:**
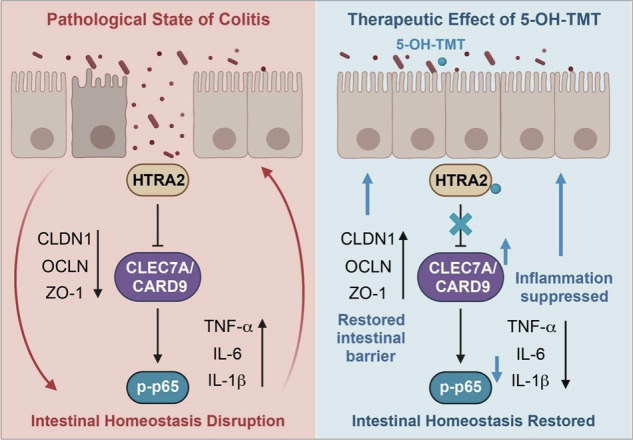
5-OH-TMT mitigates colitis through HTRA2 binding–mediated activation of the Dectin-1 signaling pathway. This figure is created with biorender.com.

5-OH-TMT mitigates colitis through HTRA2 binding–mediated activation of the Dectin-1 signaling pathway. This figure is created with biorender.com.

## Introduction

Inflammatory bowel disease (IBD), an ailment that encompasses both Crohn’s disease and ulcerative colitis, is characterized by a dysregulated mucosal immune response that produces a chronic and relapsing inflammatory disorder of the gastrointestinal tract [1]. The pathogenesis of IBD is multifactorial and driven by a complex interplay of genetic susceptibility, environmental factors, and an aberrant host response to the gut microbiota [2]. Two interconnected pathological hallmarks are central to IBD progression: a relentless pro-inflammatory cytokine cascade [3, 4], dominated by mediators such as TNF-*α*, IL-6, and IL-1*β*, and a profound defect in the intestinal epithelial barrier [5–7]. The barrier dysfunction, which is characterized by the loss of tight junction integrity, increases intestinal permeability, thereby allowing luminal antigens to penetrate the mucosa and perpetuate a vicious cycle of inflammation [8, 9]. Current IBD management includes the use of biologic therapies targeting key cytokines, and while this approach has revolutionized disease management, a significant number of patients exhibit primary nonresponse, secondary loss of efficacy, or adverse side effects [10–14]. These recalcitrant responses to treatment underscore the ongoing need for novel therapeutic agents with distinct mechanisms of action for the treatment of IBD.

An ideal IBD therapeutic strategy would suppress inflammation while also actively promoting mucosal healing and the restoration of barrier function, thus requiring the identification of molecular targets that can simultaneously regulate all three processes. One potential molecular target is high-temperature requirement A2 (HTRA2), also known as Omi. HTRA2 is a mitochondrial serine protease that plays a critical role in mitochondrial quality control and has well-documented proapoptotic functions [15–17]. Interestingly, emerging evidence now supports a broader role for HTRA2 in promoting cellular stress responses and inflammation. At present, no specific function for HTRA2 has been identified in the context of intestinal inflammation, and its potential as a therapeutic target for IBD remains unexplored. In the present study, we hypothesized that HRTA2 could be a promoter of inflammation in IBD and could therefore be targeted using anti-inflammatory drugs, such as tryptamines.

Tryptamines are a class of naturally occurring indolealkylamines. One interesting group of tryptamines comprises, bufotenine and its congeners, which are found in the toxic secretions of toad species such as *Bufo bufo gargarizans* Cantor and *Bufo melanostictus* Schneider [18]. Previous studies have highlighted the potent anti-inflammatory effects of bufotenine in various disease models [19–21]; however, its direct molecular targets and the precise mechanisms underlying its therapeutic action remain poorly understood.

The aim of the present study was to investigate the potential effectiveness of bufotenine as a treatment for IBD. However, recognizing the challenges of direct isolation of bufotenine from natural sources is challenging, and the resulting low yields, we opted instead to synthesize a quaternary ammonium salt bufotenine derivative, 5-hydroxy-*N,N,N*-trimethyltryptamine (5-OH-TMT) [22], hypothesizing that it could represent a promising therapeutic candidate for inflammatory bowel disease (IBD). We systematically investigated the therapeutic efficacy and underlying molecular mechanism of 5-OH-TMT in two mouse experimental colitis models. Our findings confirm that oral administration of 5-OH-TMT potently ameliorates colitis in both DSS- and TNBS-induced mouse models by suppressing proinflammatory cytokine production and restoring intestinal barrier integrity.

Specifically, our use of a combination of unbiased target identification and biophysical validation assays conclusively identify HTRA2 as a direct and specific molecular target of 5-OH-TMT. Mechanistically, we show that the 5-OH-TMT-mediated inhibition of HTRA2 releases a brake on the C-type lectin receptor signaling pathway to activate a Dectin-1/CARD9-dependent mucosal defense program. A particularly notable finding is that genetic silencing of *HTRA2* phenocopies the drug effects, thereby confirming that HTRA2 inhibition is sufficient to suppress NF-κB signaling and enhance epithelial barrier function. Our comprehensive approach has uncovered a novel therapeutic axis in which the direct inhibition of HTRA2 orchestrates a dual protective response. The effectiveness of 5-OH-TMT at inhibiting HTRA2 effects positions this drug as a promising agent for the treatment of IBD.

## Materials and methods

### Synthesis of 5-OH-TMT

5-OH-TMT was synthesized using the previous method [22]. The synthesis of 5-OH-TMT commenced with the acylation of 5-benzyloxyindole at the C3-position using oxalyl chloride. The resulting acyl chloride was subsequently treated with dimethylamine hydrochloride to yield the *N, N*-dimethyl indol-3-ylglyoxylamide intermediate. This intermediate was then reduced with lithium aluminum hydride (LiAlH_4_), which converted both carbonyl groups to form the tryptamine side chain. Finally, the benzyl protecting group was removed via catalytic hydrogenation over palladium on carbon (Pd/C) to afford the final product, 5-OH-TMT.

### Animal

C57BL/6 mice (male, 6–8 weeks old) were obtained from GemPharmatech Co., Ltd. (Nanjing, China) and were co-housed for at least one week prior to experiments. Animals were maintained in a specific pathogen-free facility under a 12-h light/dark cycle at a controlled temperature (22 ± 2 °C), with *ad libitum* access to standard chow and water. All animal experiments were conducted in strict accordance with the NIH Guide for the Care and Use of Laboratory Animals and were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Nanjing University of Chinese Medicine (Approval No. 202304A032).

### Dextran sulfate sodium (DSS)-induced colitis

Acute colitis was induced by administering 3% (w/v) DSS (MW 40–50 kDa; MP Biomedicals) in the drinking water for 7 consecutive days, followed by a 3-day recovery period with regular water. On day 10, C57BL/6 male mice were euthanised, and colons were rapidly excised. Colon length was measured from the caecal-colonic junction to the anal verge as a macroscopic indicator of inflammation. Distal colon segments were then procured for histological analysis (H&E and immunofluorescence), protein quantification (ELISA and western blotting), and gene expression analysis (qRT-PCR).

### 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis

Colitis was induced using a previously described two-step protocol [23]. On day 1, C57BL/6 male mice were epicutaneously sensitized by applying 200 µL of 1% TNBS in an acetone and olive oil vehicle (1:1 *v*/*v*) to a shaved dorsal surface. On day 7, mice were anaesthetized with isoflurane, and 100 µL of 2.5% TNBS in 50% ethanol was instilled intrarectally via a 3.5 F catheter. Following induction, mice were randomised into treatment groups. The sham and TNBS-vehicle groups received 0.9% saline daily via oral gavage from day 7 to day 9. Treatment groups received either 15 mg/kg or 30 mg/kg 5-OH-TMT, administered by oral gavage over the same period. On day 10, mice were euthanised, and colons were harvested and analysed as described for the DSS model.

### Quantitative Real-Time PCR (qRT-PCR)

Total RNA was extracted from frozen mouse colon tissues or NCM460 cells using the RNA Isolater Total RNA Extraction Reagent (Vazyme Biotech Co., Ltd., China) according to the manufacturer’s protocol. One microgram of total RNA was subsequently reverse-transcribed into cDNA using the HiScript III RT SuperMix for qPCR (Vazyme Biotech Co., Ltd., China). qRT-PCR was performed using AceQ Universal SYBR qPCR Master Mix (Vazyme Biotech Co. Ltd, China) on a CFX100 Real-Time PCR Detection System (Bio-Rad, Hercules, CA). The thermal cycling conditions were: 95 °C for 2.5 min, followed by 35 cycles of 95 °C for 15 s and 60 °C for 30 s. A melt curve analysis was performed to verify amplicon specificity. Relative mRNA expression was calculated using the 2^-ΔΔCt^ method and normalized to the housekeeping genes *Gapdh* (for mouse) or *ACTIN* (for human). All primer sequences are listed in Supplementary Table S1.

### Enzyme-Linked Immuno Sorbent (ELISA) assay

Concentrations of tumor necrosis factor-*α* (TNF-*α*) and interleukin-1*β* (IL-1*β*) in mouse colon homogenates and serum were quantified using commercial ELISA kits (Multi Sciences; TNF-*α*, Cat# EK282; IL-1*β*, Cat# EK201B) according to the manufacturer’s instructions.

### Histological analysis

Formalin-fixed, paraffin-embedded mouse colon tissues were sectioned at 5 µm. For morphological assessment, sections were stained with haematoxylin and eosin (H&E). For immunofluorescence (IF), sections underwent heat-induced epitope retrieval in sodium citrate buffer, were permeabilised with 0.5% Triton X-100, and blocked with 5% normal goat serum. Sections were then incubated overnight at 4 °C with the following primary antibodies (all diluted 1:100): anti-CLDN1 (Abmart, PA2349F), anti-OCLN (Abmart, TD7504F), anti-ZO1 (Abmart, TA5145F), anti-CLEC7A (Abmart, PC2455S), anti-CARD9 (Abmart, TU721343S), anti-E-cadherin (HUABIO, EM0502), or anti-phospho-p65 (Abmart, TP56372F). Detection was performed using Alexa Fluor-conjugated secondary antibodies (1:200; Absin), and nuclei were counterstained with DAPI.

### Cell culture

The human intestinal epithelial cell line NCM460 was obtained from Fenghui (Hunan, China). Cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Gibco, USA) supplemented with 10% fetal bovine serum (FBS; EvaCell, USA) and 1% penicillin-streptomycin solution (Beyotime, China). The cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Target-responsive accessibility profiling (TRAP)

TRAP was employed to identify protein targets of 5-OH-TMT by quantifying ligand-induced changes in lysine accessibility across the proteome, as previously described [24]. Briefly, NCM460 cells were treated with 3 µM 5-OH-TMT or vehicle (ddH₂O) for 2 h. Cells were then lysed, and accessible lysine residues were covalently labelled via dimethylation. The proteome was precipitated, resolubilised in 8 M urea, reduced with DTT, alkylated with iodoacetamide, and digested with trypsin. Peptides were desalted and analysed by nanoLC-MS/MS on a SYNAPT G2-Si Q-TOF mass spectrometer (Waters) in data-dependent acquisition mode. Raw data were analysed using PEAKS Studio 8.5. Peptides were considered significant hits if they exhibited a TRAP ratio of >2 or <0.5 and a *P*-value < 0.05, indicating 5-OH-TMT-induced changes in lysine accessibility.

### Western blotting

Protein lysates from cells or colon tissues were prepared using cell lysis buffer for Western and IP (Beyotime, China) supplemented with protease inhibitors. Protein concentrations were determined using a Bradford assay. Equal amounts of protein (20–30 µg) were resolved by SDS-PAGE, transferred to PVDF membranes (Millipore), and blocked with 5% non-fat milk in TBST. Membranes were incubated overnight at 4 °C with primary antibodies, followed by incubation with HRP-conjugated secondary antibodies. Bands were visualized using an enhanced chemiluminescence substrate system. Primary antibodies used were: anti-HTRA2 (1:2000; Proteintech, 15775-1-AP), anti-HTRA1 (1:1000; abcam, AB274322), anti-CLEC7A (1:500; Abmart, PC2455S), anti-CARD9 (1:1,000; Abmart, TU721343S), anti-phospho-p65 (1:500; Abmart, TP56372F), anti-p65 (1:5,000; Abmart, T55034F), anti-Actin (1:1,000; Abmart, M20011M), anti-Tubulin (1:10,000; Abways, AB0039) and anti-GAPDH (1:3,000; Abmart, P60037S).

### Cellular thermal shift assay (CETSA)

Target engagement was validated by CETSA [25]. NCM460 cells were incubated with 5-OH-TMT or vehicle for 2 h. After washing, cell suspensions were heated across a thermal gradient (50–72 °C, 2 °C increments) for 3 min. Lysis was induced by three freeze–thaw cycles. The soluble fraction was separated from the aggregated pellet by centrifugation (20,000 × *g*, 20 min, 4 °C). The relative abundance of soluble target protein in the supernatant at each temperature was assessed by Western blot to determine the ligand-induced thermal shift.

### Drug Affinity Responsive Target Stability (DARTS)

Direct binding was confirmed using the DARTS assay [26]. NCM460 cell lysate was incubated with 5-OH-TMT (1 µM or 3 µM) or vehicle for 1 hour at room temperature. Samples were then subjected to limited proteolysis with Pronase (Sigma-Aldrich) for 10 minutes. The reaction was terminated with loading buffer and boiling. Samples, including undigested controls, were analysed by western blot with an anti-HTRA2 or anti-HTRA1 antibody. Protection from degradation indicated direct binding.

### Molecular docking

The crystal structure of human HTRA2 was retrieved from the RCSB Protein Data Bank (PDB). Computational docking was performed using the Schrödinger Suite 2018. The HTRA2 structure was prepared using the Protein Preparation Wizard, and the 5-OH-TMT ligand structure was prepared using LigPrep. Ligand docking was performed with Glide, generating a receptor grid centered on the active site. The top-ranked pose, based on GlideScore, was selected for interaction analysis and visualized using PyMOL (v2.5.4).

### Microscale Thermophoresis (MST)

HEK293T cells were first transfected with plasmids encoding EGFP-tagged wild-type HTRA2 (EGFP-HTRA2^wt^), EGFP-HTRA2^N181A^, or EGFP-HTRA2^K395A^. After 48 hours, cells were harvested, lysed, and clarified by centrifugation. The resulting cell lysates were mixed at a 1:1 volume ratio with serial dilutions of 5-OH-TMT and incubated for 10 minutes. Samples were subsequently loaded into zero-background capillaries, and thermophoresis was quantified using a Monolith NT.LabelFree instrument (NanoTemper Technologies).

### RNA-seq

Total RNA was extracted from NCM460 cells using Trizol reagent (Vazyme Biotech Co., Ltd., China). RNA quality and integrity were confirmed using a NanoDrop ND-2000 spectrophotometer (Thermo Scientific, MA, USA) and an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, California, USA), respectively. Library preparation and sequencing were performed by Novogene Co., Ltd. (Beijing, China). Differentially expressed genes (DEGs) were identified based on a fold change ≥2 and a *P*-value ≤ 0.05. The raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE302465.

### RNA interference

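Each siRNA was aligned to the GENCODE 29 transcripts of the human genome (GRCh38), since the paper's text does not say whether the sequenced HTRA2 knockdown libraries came from 1 of the 3 or from each of them. HTRA2 (ENSG00000115317) lies on the plus strand of chromosome 2 from 74529377 to 74533348, and its main transcript, HTRA2-201, has 8 exons. The 19 target bases of siRNA 1#, UCGCAGAUGUGGUGGAGAA, match bases 1079 to 1097 of this transcript in the coding part of exon 1, at 74530455 to 74530473, within the reference sequence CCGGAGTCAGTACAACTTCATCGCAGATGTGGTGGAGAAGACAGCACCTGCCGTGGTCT. The target of siRNA 2#, GGGCAGUGCUGUUGUUGUU, lies upstream in the same exon at transcript bases 974 to 992 and genome positions 74530350 to 74530368, within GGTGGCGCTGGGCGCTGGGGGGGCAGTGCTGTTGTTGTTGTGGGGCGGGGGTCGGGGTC. The target of siRNA 3#, GGUACAAAAUGCUGAAGAU, lies in the coding part of exon 8 at transcript bases 1890 to 1908 and genome positions 74532868 to 74532886, within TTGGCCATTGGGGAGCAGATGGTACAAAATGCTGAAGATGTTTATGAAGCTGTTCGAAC. Of the 10 annotated HTRA2 transcripts, siRNA 1# matched 6, siRNA 2# matched 4 and siRNA 3# matched 6. No transcript of another gene matched any of the 3 sense sequences with 0 or 1 mismatch. With 2 mismatches, siRNA 1# matched transcripts of 4 other genes (DNAJC24, ENTPD7, HTRA1 and IDH3B), siRNA 2# matched RDH5 and SEMA6A, and siRNA 3# matched C6. HTRA2 overlaps AUP1 over 563 bases and LOXL3 over 935 bases, both on the opposite strand, and whether reads were counted by strand is not stated in the paper's text.

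**Figure D1:**
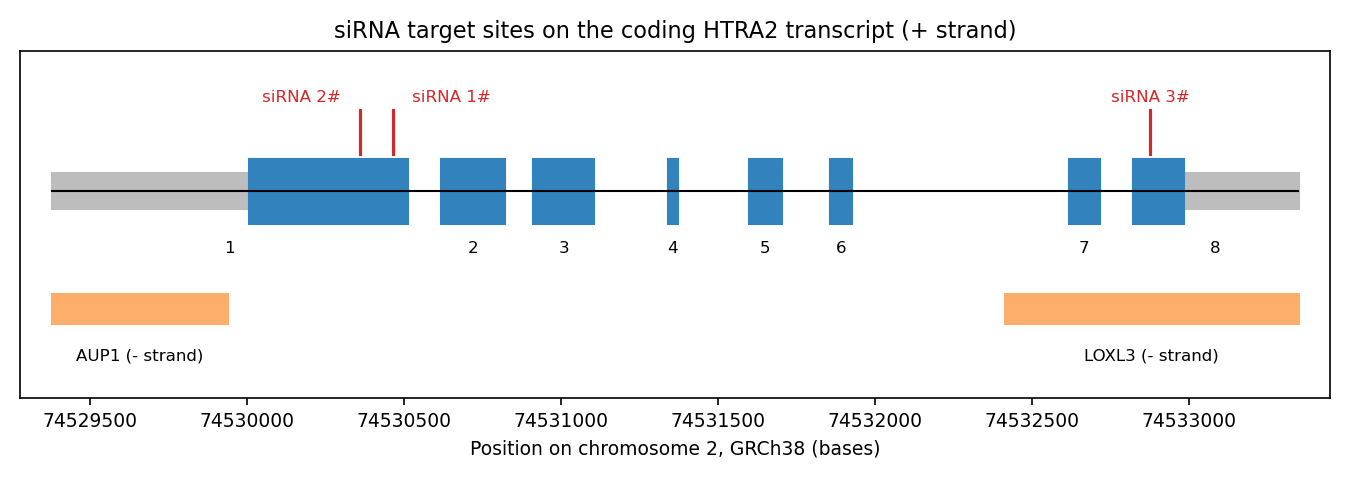
Map of HTRA2 on chromosome 2 (GRCh38, position in bases) with the 8 exons of HTRA2-201 and the targets of the 3 siRNAs. The targets of siRNA 1# and 2# lie in exon 1 and that of siRNA 3# in exon 8.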

Small interfering RNA (siRNA) targeting human *HTRA2* was synthesized by GENERAL BIOL: 1# sense: 5′-UCGCAGAUGUGGUGGAGAATT-3′, antisense: 5′-UUCUCCACCACAUCUGCGATT-3′; 2# sense: 5′-GGGCAGUGCUGUUGUUGUUTT-3', antisense: 5′-AACAACAACAGCACUGCCCTT-3′; 3# sense: 5′-GGUACAAAAUGCUGAAGAUTT-3′, antisense: 5′-AUCUUCAGCAUUUUGUACCTT-3′. siRNA transfection was performed using the Hieff Trans® Transfection Reagent (Yeasen Biotechnology (Shanghai) Co., Ltd.) according to the manufacturer’s protocol.

### Lentiviral transduction

Lentiviral particles targeting HTRA2, as well as a negative control (NC) lentivirus, were obtained from Shanghai Obio Technology Co., Ltd. (Shanghai, China). NCM460 cells were transduced with either the NC or the HTRA2-targeting lentivirus and incubated for 48 h. To establish stable cell lines, infected cells were subjected to selection with 0.5 μg·mL⁻¹ puromycin (Sigma–Aldrich) for 14 days. Overexpression efficiency was subsequently verified via immunoblotting.

### Statistical analysis

Data are presented as mean ± SEM. Statistical significance was determined using GraphPad Prism 9.0. Comparisons between two groups were performed using an unpaired, two-tailed Student’s *t*-test. Comparisons among multiple groups were performed using Tukey’s multiple-comparison test. A *P*-value < 0.05 was considered statistically significant. Significance is denoted in figures as *P < 0.05, **P < 0.01.

## Results

### 5-OH-TMT ameliorates DSS-induced colitis

We evaluated the therapeutic potential of 5-OH-TMT in vivo by first establishing an acute colitis model in C57BL/6 mice using dextran sodium sulfate (DSS), according to the treatment regimen outlined in (Fig. 1a). Mice administered DSS developed severe colitis, which was macroscopically evident by a significant shortening of the colon compared with healthy controls. Oral administration of 5-OH-TMT markedly attenuated this colon shortening, indicating a protective effect on colonic structural integrity (Fig. 1b, c). Consistent with the macroscopic findings, the mice in the DSS group exhibited rapid and progressive body weight loss and a correspondingly high disease activity index (DAI) score (reflecting weight loss, stool consistency, and rectal bleeding). Treatment with 5-OH-TMT significantly mitigated the weight loss (Fig. 1d) and lowered the DAI scores (Fig. 1e).

**Fig. 1:**
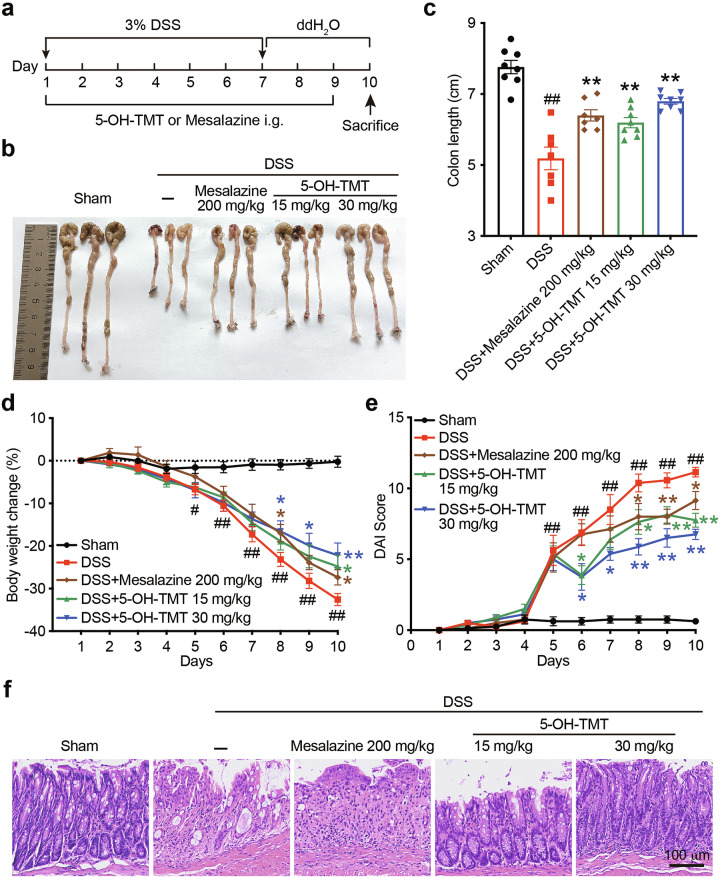
5-OH-TMT ameliorates DSS-induced colitis. **a** Schematic diagram of the animal experiment. Acute colitis was induced by administration of 3% DSS in drinking water for 7 days, followed by regular water for 3 days. Mice were treated with 5-OH-TMT (15 or 30 mg/kg, i.g.) or mesalazine (200 mg/kg, i.g.) daily from day 1 to day 9. Mice were sacrificed on day 10. **b** Representative images of colons from each group at sacrifice. **c** Quantification of colon length in each group (*n* = 8 per group). **d**, **e** The body weight change (**d**) and DAI scores (**e**) of indicated mice was measured daily over 10 days. **f** Representative histopathological images of colon tissue sections stained with H&E. Scale bar, 100 μm. Data are presented as mean ± SEM. *P* values are determined by Tukey multiple comparison test (**c**–**e**). ^##^*P* < 0.01 vs. Sham; ^#^*P* < 0.05 vs. Sham; ^**^P < 0.01 vs. DSS; ^*^P < 0.05 vs. DSS.

Histological analysis of H&E–stained colon sections confirmed the protective effect of 5-OH-TMT at the tissue level. The DSS group displayed severe histopathological damage, characterized by extensive destruction of the mucosal architecture, loss of crypts, depletion of goblet cells, and massive inflammatory cell infiltration into the lamina propria. In contrast, 5-OH-TMT treatment substantially preserved the colon’s structural integrity, maintaining crypt architecture, restoring goblet cell numbers, and markedly reducing immune cell infiltration (Fig. 1f). Collectively, these data demonstrated that 5-OH-TMT effectively alleviated the clinical and pathological features of DSS-induced colitis in mice.

### 5-OH-TMT protects against TNBS-induced colitis

We further validated the therapeutic efficacy of 5-OH-TMT in a mechanistically distinct model by assessing the 5-OH-TMT effects in a T-cell–dependent model of TNBS-induced colitis (Fig. 2a). Histopathological analysis of H&E-stained colon sections revealed that 5-OH-TMT treatment conferred significant tissue protection. While mice in the TNBS group displayed severe colon damage, characterized by extensive destruction of the mucosal architecture, loss of crypts, and a dense inflammatory infiltrate, the mice treated with 5-OH-TMT showed a marked amelioration of these pathological features. In the 5-OH-TMT-treated group, the colonic mucosal structure was substantially more intact, crypt damage was diminished, and immune cell infiltration was significantly reduced (Fig. 2b).

**Fig. 2:**
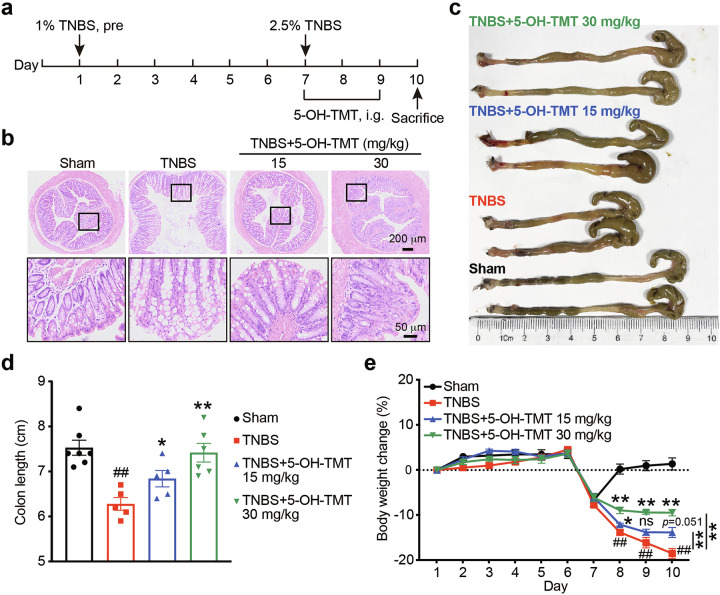
5-OH-TMT protects against TNBS-induced colitis. **a** Schematic of the animal experiment. Mice were pre-sensitized with 1% TNBS on day 1, and colitis was induced by 2.5% TNBS on day 7. 5-OH-TMT (15 or 30 mg/kg, i.g.) was administered daily from day 7 to day 9. Mice were sacrificed on day 10. **b** Representative H&E-stained sections of colon tissues from each group (upper panels: scale bar, 200 μm; lower panels: magnified insets, scale bar, 50 μm). **c** Representative images of colons collected from each group at sacrifice. **d** Quantification of colon length (*n* = 5-7 per group). **e** Body weight change (%) during the experiment. Data are presented as mean ± SEM. *P* values are determined by Tukey multiple comparison test (**d**, **e**). ^##^*P* < 0.01 vs. Sham; ^**^P < 0.01, ^*^P < 0.05 vs. TNBS.

Macroscopic examination of the excised colons corroborated these histological findings. The colons of the TNBS group were visibly inflamed, exhibiting edematous wall thickening and a significant reduction in length. In contrast, oral administration of 5-OH-TMT effectively counteracted these inflammatory changes, resulting in a significant preservation of colon length compared with the TNBS group (Fig. 2c, d). The protective effects of 5-OH-TMT were also reflected in systemic clinical signs. Notably, the TNBS group mice experienced a progressive and significant loss of body weight, but this weight loss was significantly mitigated in mice that had received the 5-OH-TMT treatment (Fig. 2e). Collectively, these findings confirmed that 5-OH-TMT exerted potent anti-inflammatory and tissue-protective effects, reinforcing its therapeutic potential as a treatment for IBD.

### 5-OH-TMT modulates the inflammatory cytokine network in experimental colitis

We elucidated the anti-inflammatory mechanism of 5-OH-TMT by assessing its impact on cytokine expression in both the DSS- and TNBS-induced mouse colitis models. qRT-PCR analysis revealed a significant upregulation of the colonic expression of the pro-inflammatory cytokine genes *Tnfa*, *Il6*, and *Il1b* in both colitis models, whereas oral administration of 5-OH-TMT markedly suppressed the transcription of these genes in both models. Conversely, treatment with 30 mg/kg 5-OH-TMT significantly increased the expression of the anti-inflammatory cytokine *Il10* (Fig. 3a, b).

**Fig. 3:**
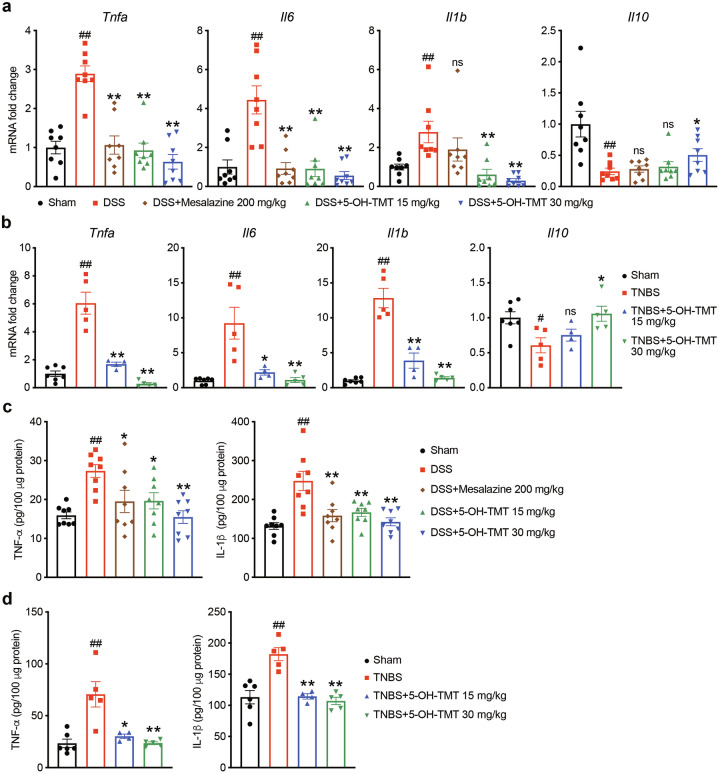
5-OH-TMT modulates the inflammatory cytokine network in experimental colitis. **a**, **b** Quantitative PCR analysis of mRNA encoding colitis-related inflammatory cytokines in the colon of DSS-induced (**a**) or TNBS-indued (**b**) mice treated with indicated dose of 5-OH-TMT or vehicle for 10 days (*n* = 4–8 per group). Results were normalized to *Gapdh* expression. **c**, **d** ELISA quantification of TNF-*α* and IL-1*β* protein levels in the colon of DSS-induced (**c**) or TNBS-indued (**d**) mice treated with indicated dose of 5-OH-TMT or vehicle for 10 days (*n* = 4–8 per group). Data are presented as mean ± SEM. *P* values are determined by Tukey multiple comparison test. ^##^*P* < 0.01, ^#^*P* < 0.05 vs. Sham; ^**^P < 0.01, ^*^P < 0.05 vs. DSS or TNBS group. ns, not significant.

We determined whether these transcriptional changes were translated at the protein level by quantifying the cytokine concentrations in colonic homogenates using ELISA. Consistent with the mRNA data, the protein levels of TNF-*α* and IL-1*β* were significantly elevated in the colons of the DSS- and TNBS-induced colitis models, whereas 5-OH-TMT treatment robustly inhibited the production of both cytokines in both models (Fig. 3c, d), thereby confirming the potent local anti-inflammatory activity of 5-OH-TMT.

We then examined whether 5-OH-TMT also modulated systemic inflammation by analyzing the serum from mice with DSS-induced colitis. The circulating levels of TNF-*α* and IL-1*β* were significantly increased following DSS administration, but this systemic inflammatory response was potently suppressed by 5-OH-TMT treatment (Fig. S1). Collectively, these data demonstrated that a key therapeutic mechanism underlying the effects of 5-OH-TMT in experimental colitis was the potent suppression of both local and systemic pro-inflammatory cytokine networks.

### 5-OH-TMT restores intestinal epithelial barrier integrity in experimental colitis

Impairment of the intestinal epithelial barrier is a key pathophysiological feature of IBD [27, 28]. Therefore, we investigated whether the therapeutic effects of 5-OH-TMT involved the preservation of barrier function. We first assessed the expression of genes encoding key tight junction (TJ) proteins. Quantitative RT-PCR analysis showed significant downregulation of the colonic expression of *Cldn1* (claudin-1), *Ocln* (occludin), and *Tjp1* (tight junction protein 1, also known as ZO-1) in both DSS- and TNBS-induced colitis, whereas 5-OH-TMT treatment significantly restored the expression of all three TJ genes in both models (Fig. 4a, b).

**Fig. 4:**
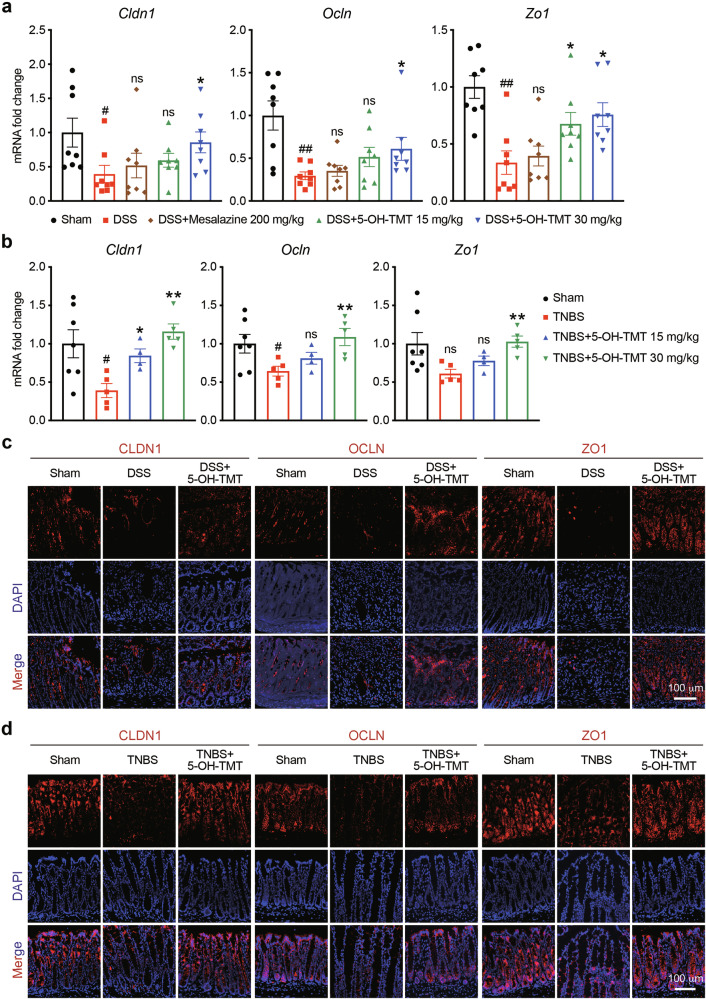
5-OH-TMT restores intestinal epithelial barrier integrity in experimental colitis. **a**, **b** Quantitative PCR analysis of mRNA encoding colitis-related tight junction protein in the colon of DSS-induced (**a**) or TNBS-indued (**b**) mice treated with indicated dose of 5-OH-TMT or vehicle for 10 days. Results were normalized to *Gapdh* expression. **c**, **d** Representative immunofluorescence staining of CLDN1, OCLN, and ZO1 (*red*), with DAPI (*blue*) counterstaining, in colon tissue from DSS-induced (**c**) or TNBS-indued (**d**) mice treated with indicated dose of 5-OH-TMT or vehicle for 10 days. Scale bar, 100 μm. Data are shown as mean ± SEM. *P* values are determined by Tukey multiple comparison test (**a**, **b**). ^##^*P* < 0.01, ^#^*P* < 0.05 vs. Sham; ^**^P < 0.01, ^*^P < 0.05 vs. DSS or TNBS group. ns, not significant.

We confirmed these findings at the protein level by performing immunofluorescence staining for CLDN1, OCLN, and ZO-1. Colon sections from vehicle-treated mice with colitis showed marked reductions in the expression of these TJ proteins and severe disruption of their linear organization at the apical intercellular junctions of epithelial cells. In stark contrast, 5-OH-TMT treatment enhanced the overall expression of CLDN1, OCLN, and ZO-1 while also restoring their proper localization to the cell–cell junctions of the colon epithelium (Fig. 4c, d). Taken together, these data demonstrated that 5-OH-TMT reinforced the intestinal epithelial barrier by promoting the expression and correct assembly of key tight junction proteins. This restoration of barrier integrity is a critical component of the protective effects of 5-OH-TMT against colon damage in experimental colitis.

We also further investigated the impact of 5-OH-TMT on mucosal immunity by assessing the expression of antimicrobial peptides in the colon. 5-OH-TMT treatment markedly increased the mRNA levels of *Defb1*, *S100a8*, and *S100a9* in the DSS- and TNBS-induced colitis models (Fig. S2), suggesting an enhancement of epithelial antimicrobial defenses.

### 5-OH-TMT directly targets HTRA2

We explored the molecular mechanisms underlying the protective effects of 5-OH-TMT by first determining a noncytotoxic concentration for mechanistic studies in NCM460 cells. We selected 3 µM based on our CCK-8 assay results (Fig. S3). We then used a target-responsive accessibility profiling (TRAP) assay to identify the direct molecular targets of 5-OH-TMT. This screen revealed that the mitochondrial serine protease, high-temperature requirement A2 (HTRA2), showed a significant change in binding accessibility upon 5-OH-TMT treatment, indicating HTRA2 as a primary candidate (Fig. 5a).

**Fig. 5:**
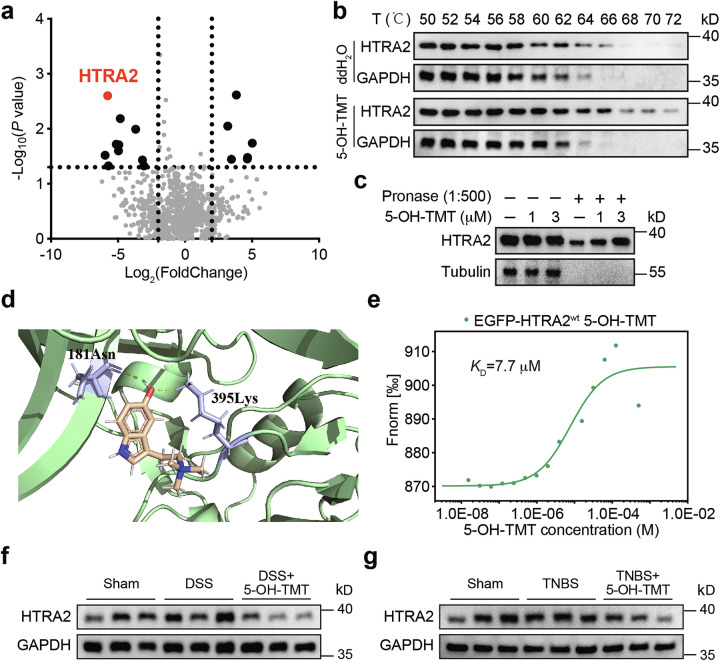
5-OH-TMT directly targets HTRA2. **a** 5-OH-TMT binding proteins using target-responsive accessibility profiling (TRAP) experiment. **b** NCM460 cells were incubated with 5-OH-TMT or ddH_2_O for 2 h, and CETSA analyzed the thermal stabilization of HTRA2 protein at different temperatures. **c** 5-OH-TMT enhanced HTRA2 resistance to proteases, which was investigated by DARTS. **d** Molecular docking model depicting the interaction of 5-OH-TMT with HTRA2. **e** The interaction of 5-OH-TMT with HTRA2 was measured by MST. **f**, **g** Western blot analysis of HTRA2 protein expression in colon tissues from DSS (**f**) and TNBS (**g**) colitis models treated with or without 30 mg/kg 5-OH-TMT.

We then validated this interaction using orthogonal biophysical assays. A cellular thermal shift assay (CETSA) confirmed direct target engagement in situ, demonstrating that 5-OH-TMT significantly enhanced the thermal stability of the endogenous HTRA2 protein (Fig. 5b). Drug affinity responsive target stability (DARTS) assays also showed that 5-OH-TMT protected native HTRA2 from proteolytic degradation, thereby confirming a direct physical interaction (Fig. 5c). Notably, this binding was selective, as 5-OH-TMT did not protect the closely related HTRA1 homolog from degradation, ruling out off-target effects on this protein (Fig. S4).

We defined the binding interface using molecular docking simulations, which predicted that 5-OH-TMT fits within the catalytic pocket of HTRA2, forming key hydrogen bonds with residues Asn181 and Lys395 (Figs. 5d and S5). Therefore, we constructed EGFP-tagged plasmids for wild-type (WT) HTRA2 and two catalytic site point mutants (N181A and K395A). Using microscale thermophoresis (MST), we quantitatively assessed the binding affinity and determined that 5-OH-TMT bound to WT HTRA2 with a *K*_D_ of 7.7 µM (Fig. 5e).

The binding affinity was profoundly weakened by mutations at the predicted site, decreasing by more than an order of magnitude, with *K*_D_ values of 80.8 µM for the N181A mutant and 89.3 µM for the K395A mutant (Fig. S6). This ~10-fold reduction in binding affinity upon mutation of key catalytic residues demonstrated that the interaction between 5-OH-TMT and HTRA2 was specific. Deeper analysis of the TRAP data pinpointed a peptide within the HTRA2 protease domain (amino acids 234–247) whose accessibility was directly altered by 5-OH-TMT binding, suggesting that 5-OH-TMT affected the substrate-binding or catalytic regions (Fig. S7).

We also observed a significant downregulation of HTRA2 protein expression, in the colon after treatment of colitis mice with 5-OH-TMT (Fig. 5f, g). Together, these data identified HTRA2 as a direct and specific molecular target of 5-OH-TMT both in vitro and in vivo.

### 5-OH-TMT activates the Dectin-1 signaling pathway through HTRA2

We explored potential connections between the inhibition of HTRA2 and the observed therapeutic effects by identifying the downstream signaling pathways involved. 

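NCM460 cells were kept in medium alone, with TNF-α, or with TNF-α and 5-OH-TMT, and 3 libraries of poly(A)-selected RNA were sequenced for each group. Another 3 libraries, from TNF-α-treated cells in which HTRA2 had been knocked down, brought the number to 12. The paper's text gives 3 µM as the 5-OH-TMT concentration for its mechanistic studies in these cells, and gives neither the TNF-α dose nor the treatment time of the libraries. The authors deposited the expression of each gene in each library as FPKM, fragments scaled for gene length and sequencing depth, and the paper's text names no aligner or counting program. The gene coordinates were those of GENCODE 29 on GRCh38 for 99.9% of the genes. Multiplied by the gene's length and by 1 divisor per library, 100% of the values in every library came to whole numbers of reads, so read counts are given where a gene had few of them. Between 31008429 and 33469428 reads per library were counted on genes in medium, between 31526461 and 36115461 with TNF-α, and between 35563523 and 36407127 with TNF-α and 5-OH-TMT. A count of 3 reads, taken as the floor, corresponds to an FPKM of 0.0805 to 0.0962 in these libraries for a gene of 1 kb, and covers counting error only. Changes were tested, two-sided, with limma (lmFit, then eBayes with trend) on log2(FPKM + 0.1), in 1 fit to the 4 groups with 8 residual degrees of freedom. The fit covered the 18079 genes with a mean FPKM of at least 0.1 over the 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG at the threshold of the paper's methods, a fold change of at least 2 with an unadjusted p of at most 0.05, and genes with an adjusted p under 0.05 were counted beside the DEGs.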

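TNF-α against medium gave 494 DEGs, 319 higher and 175 lower, and 742 genes with an adjusted p under 0.05, of which 582 were higher. TNFAIP3 (ENSG00000118503) had an FPKM of 1.22 ± 0.0965 (SD, n = 3) in medium and 28.3 ± 0.746 (SD, n = 3) with TNF-α, a log2 fold change of 4.43 (standard error 0.15, adjusted p = 9.2e-09), the largest fitted among the 644 genes with a mean FPKM of at least 1, an adjusted p under 0.05 and no overlap between the groups. RELB rose by a log2 fold change of 4.18 (adjusted p = 9.2e-09), MMP9 by 3.73 (2.0e-05) and CCL20 by 3.67 (2.2e-06). LTB, at 2 reads or fewer in each medium library, was at least 22.6-fold higher and so could not be ranked against TNFAIP3. The order depends on the setting: over the 9 others with all libraries, MMP9 reached up to 4.96, CCL20 4.86 and TNFAIP3 4.53. FOS (log2 fold change −2.21, adjusted p = 5.4e-07), FOXO6 (−1.81, 0.0081), EGR1 (−1.61, 7.3e-07) and CYP1A1 (−1.42, 2.3e-05) fell, as did SNORA59A (−2.48, 0.0465), a small nucleolar RNA of 152 bases with 6 to 12 reads per library in medium and 0 to 4 with TNF-α. The adjusted p of SNORA59A rose above 0.05 in 5 of the 9 other settings with all libraries. With 1 library left out it ranged from 0.0193 to 0.143, and the log2 fold change of SNORA59A from −3.09 to −1.58. The adjusted p of FOXO6 rose to 0.0592 in the fit to the 2 groups compared. On a list of 28 NF-κB target genes, the median log2 fold change of the 26 tested was 2.23, or 2.28 with the 2 genes that lay at the floor in medium taken at their lower bound. Limma's camera test gave p = 1.5e-65, and an exact two-sided permutation test of the median gave p = 0.1, the smallest that 3 libraries against 3 allow. TNF-α with 5-OH-TMT against TNF-α alone gave 271 DEGs, of which 124 were higher. Of these DEGs, 29 had a mean FPKM of at least 1, 34 had more than 3 reads in every library of both groups, and in 148 every library of 1 group had 3 reads or fewer. For comparison, 100 treatment groups without any change were simulated around the mean of the TNF-α group. The noise of every library, those of TNF-α included, was redrawn from the residuals of all 12 libraries. Noise from groups with a wider spread between replicates could thus enter the simulated 5-OH-TMT group. The simulated groups had a median of 197.5 DEGs (range 0 to 508), and 27 of the 100 gave at least as many as observed. An unadjusted p under 0.05 was reached by 3632 genes and an adjusted p under 0.05 by 7, a count that 1 of the 100 simulated groups also reached. In 100 simulations with independent noise per gene, 0 reached 271 DEGs (range 163 to 224) and 0 reached 7 genes with an adjusted p under 0.05. CYP1A1 (ENSG00000140465), on chromosome 15 from 74719542 to 74725610, encodes a cytochrome P450 and rose most of the 7, from 5.30 ± 0.733 (SD, n = 3) to 16.6 ± 2.43 FPKM (SD, n = 3), a log2 fold change of 1.63 (standard error 0.12, adjusted p = 3.2e-04), and its level in medium was 14.3 ± 0.958 (SD, n = 3). FOLR1 rose by 1.07 (adjusted p = 0.0435), WNT4 by 0.94 (0.0301), SCD by 0.89 (0.0435) and EGR1 by 0.76 (0.0243) on the log2 scale, and NT5E fell by 0.41 (0.0435). The remaining gene, SREBF1 (0.70, adjusted p = 0.0435), was named after its values were seen. The processing moved these counts widely: a pseudocount of 1 left 14 DEGs, and a fit to only the 2 groups compared gave 911 genes with an adjusted p under 0.05. CYP1A1 kept an adjusted p under 0.05 in each of the 9 other settings tried with all libraries (4.0e-05 to 0.0414) and in each of the 6 fits that left out 1 library, while each of the other 5 genes named by rule lost it in at least 1 setting. The NF-κB target genes had a median log2 fold change of 0.26 with 5-OH-TMT (camera p = 3.2e-04, exact permutation p = 0.1), and 19 of the 26 were higher. Their adjusted p was under 0.05 for 0 of them over all genes, for 9 adjusted over the list alone, and 10 had an unadjusted p under 0.05. The list's p was 0.0878 with limma's fry test and 0.220 with camera's correlation estimated from the data. The call thus held only under the preset correlation of 0.01. The list's mean log2 FPKM was 3.046, 3.007 and 3.444 in 5-OH-TMT libraries 1 to 3 and 2.870, 2.944 and 3.049 in the TNF-α libraries. By this mean, only 5-OH-TMT library 3 lay above every TNF-α library. The change of the same list with TNF-α held under all 3 tests (1.3e-08 with fry, 2.2e-04 with the estimated correlation).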

RNA sequencing of TNF-*α*-stimulated NCM460 intestinal epithelial cells revealed that 5-OH-TMT treatment significantly altered the inflammatory transcriptome. KEGG analysis identified a significant enrichment of the C-type lectin receptor (CLR) signaling pathway, with significant upregulation of key components, including *CLEC7A* (Dectin-1), *CARD9*, and *SYK* (Figs. 6a–d and S8, 9). 

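CLEC7A (ENSG00000172243) lies on chromosome 12 from 10116777 to 10130258. Its FPKM was 0.428 ± 0.0343 (SD, n = 3) with TNF-α, 0.539 ± 0.0837 (SD, n = 3) with TNF-α and 5-OH-TMT, and 0.432 ± 0.112 (SD, n = 3) in medium. The 3 TNF-α libraries held 62, 54 and 73 reads of the gene and the 3 libraries with 5-OH-TMT 92, 68 and 81, so the groups overlapped. The log2 fold change with 5-OH-TMT was 0.27 (standard error 0.19, adjusted p = 0.430), and an exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest p that 3 libraries against 3 allow. Its adjusted p ranged from 0.353 to 0.599 over the 8 other settings that kept all libraries. CARD9 (ENSG00000187796), on chromosome 9 from 136361903 to 136373681, had 8, 5 and 9 reads with TNF-α and 17, 16 and 5 with 5-OH-TMT, an FPKM of 0.0308 ± 0.00622 (SD, n = 3) and 0.0534 ± 0.0284 (SD, n = 3). It fell under the filter on low values, and in the fit without a filter its log2 fold change was 0.21 (standard error 0.20, adjusted p = 0.703, exact permutation p = 0.4). The pseudocount pulled this value toward 0 at this level, and it ranged from 0.0309 to 0.517 over 7 other settings with all libraries (adjusted p 0.616 to 0.848). SYK (ENSG00000165025), on chromosome 9 from 90801787 to 90898549, had 21, 23 and 32 reads with TNF-α and 19, 35 and 41 with 5-OH-TMT, or 0.139 ± 0.0275 (SD, n = 3) and 0.170 ± 0.0597 FPKM (SD, n = 3). Its log2 fold change was 0.16 (standard error 0.30, adjusted p = 0.80, exact permutation p = 0.5). At these read counts, no rise in any of the 3 genes was detectable beyond the spread between libraries. Among the other genes of the Fig. 6d heatmap, TNF had the largest log2 fold change, 1.02 (adjusted p = 0.152), with 14 to 42 reads per library with TNF-α and 39 to 84 with 5-OH-TMT, and BCL10 fell by 0.30 (adjusted p = 0.129). CD207 was listed at 0 in the 3 TNF-α libraries and had 2, 4 and 0 reads with 5-OH-TMT. Of the 17 genes of that heatmap, 13 passed the filter, and their median log2 fold change was 0.0048 (camera p = 0.568, exact permutation p = 1). For the pathway as a whole, a list of 102 genes of C-type lectin receptor signaling was written by hand, since the gene set behind the KEGG analysis was not used here. The 78 genes tested had a median log2 fold change of 0.025, and 43 were higher with 5-OH-TMT (camera p = 0.213, fry p = 0.0527, estimated correlation p = 0.211, exact permutation p = 0.5). Of the 78, 22 were higher in every library with 5-OH-TMT than in every TNF-α library and 15 were lower in every library, or 28.2% and 19.2%, where 16.3% and 15.5% of all tested genes were and chance gives 10% for both directions together. An adjusted p under 0.05 was reached by 0 of the 78 over all genes and by 2 adjusted over the list alone, and 28 had an unadjusted p under 0.05. TNF was the 1 DEG on the list, against 1.17 expected (Fisher's exact test, one-sided, p = 0.693, and 0.670 with no filter on low values). Replacing this list by the genes of the Fig. 7c heatmap moved the median most, to 0.48 (camera p = 3.3e-04, fry p = 0.0082, estimated correlation p = 0.0676, exact permutation p = 0.1). Those genes were higher in the knockdown than in the same TNF-α libraries, so this value is no independent test of 5-OH-TMT. Rescaling each library to a fixed sum turned the median of the hand-written list to −0.016, and with 1 library left out it was 0.024 to 0.064. From the KEGG enrichment and the heatmap, the paper states that 5-OH-TMT enriched C-type lectin receptor signaling and raised its key components, and it then turned to Dectin-1 and CARD9 protein in the 2 colitis models. In separate NCM460 experiments (Fig. 8) it also reports CLEC7A and CARD9 higher with 5-OH-TMT, as mRNA and as protein.

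**Figure D2:**
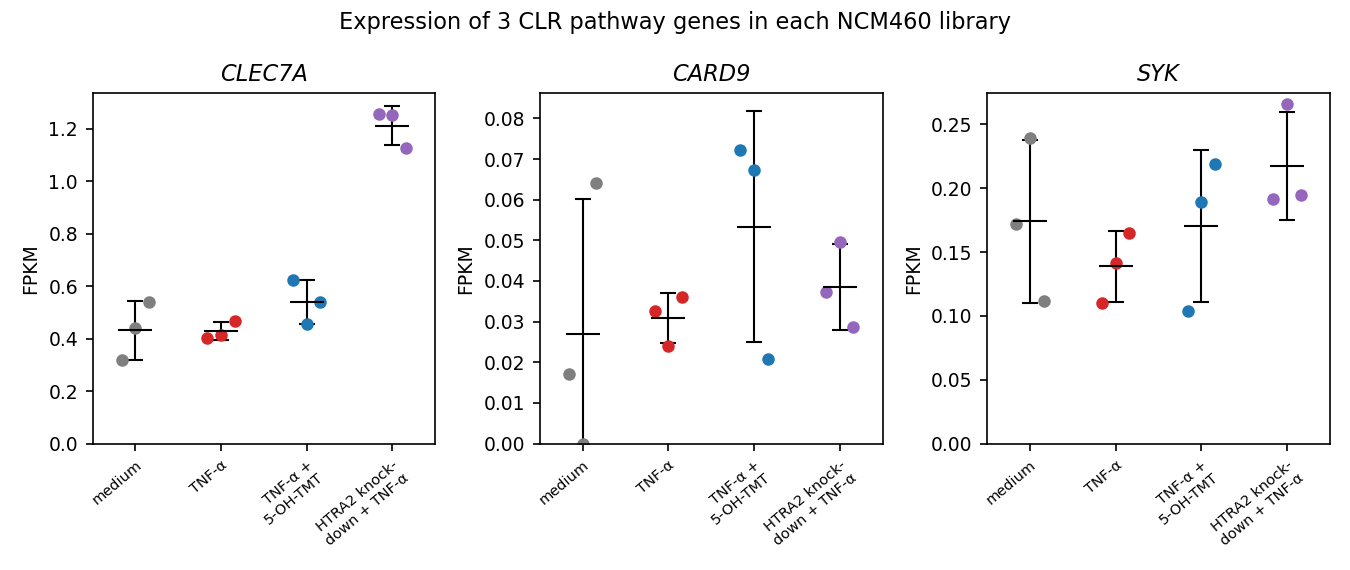
FPKM of CLEC7A, CARD9 and SYK in each of the 12 libraries by group, one point per library with the group mean and SD. CLEC7A had 54 to 92 reads in the TNF-α libraries with or without 5-OH-TMT and 172 to 190 in the HTRA2 knockdown libraries.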

Subsequent in vivo experiments in DSS-induced and TNBS-induced mouse colitis models revealed consistent activation of this axis by 5-OH-TMT, as treatment robustly increased the protein expression of both Dectin-1 and its downstream adaptor CARD9 in the colonic epithelium (Figs. 6e–h and S10).

**Fig. 6:**
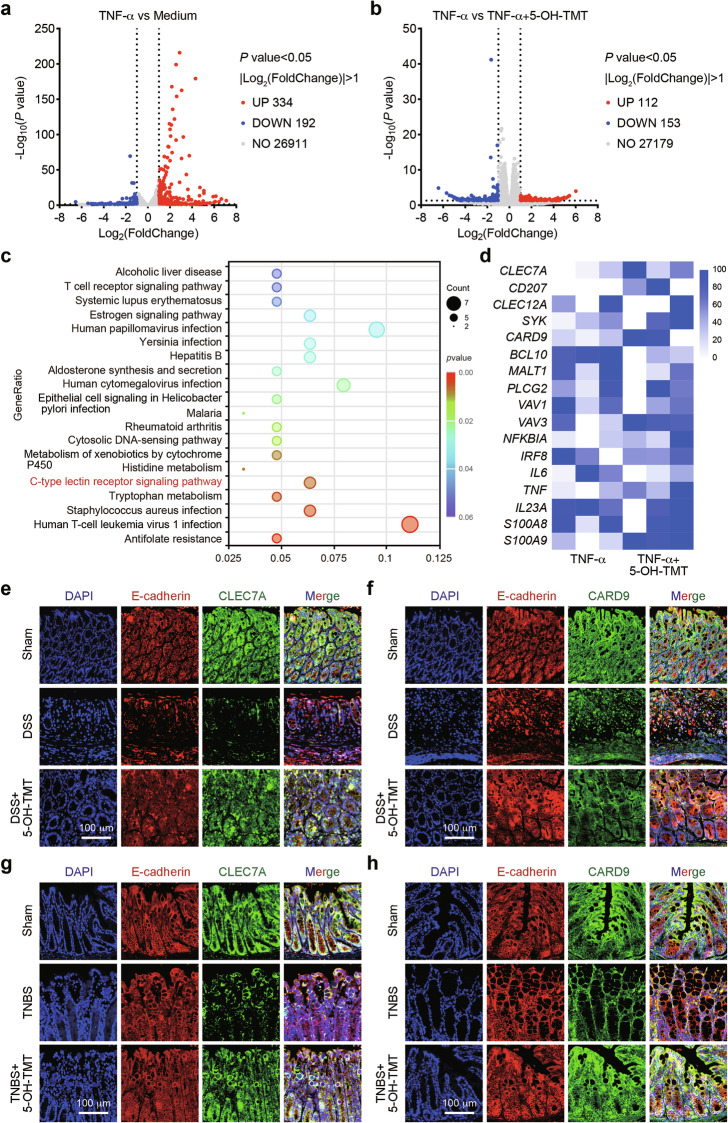
5-OH-TMT activates the Dectin-1 signaling pathway through HTRA2. **a**, **b** Volcano plots showing differentially expressed genes in NCM460 cells treated with TNF-*α* versus medium (**a**), and TNF-*α* plus 5-OH-TMT versus TNF-*α* (**b**) ( | Log_2_(Fold Change)|>1, *P* < 0.05; red: upregulated, blue: downregulated) (*n* = 3/group). **c** KEGG pathway analysis was performed on the differentially expressed genes, highlighting C-type lectin receptor signaling. **d** Heatmap of representative genes in the C-type lectin receptor signaling pathway, showing relative expression in TNF-*α* and TNF-*α* plus 5-OH-TMT groups. **e**, **g** Colon tissue sections from DSS-induced (**e**) or TNBS-induced (**g**) mice treated with 30 mg/kg 5-OH-TMT or vehicle were immune-stained for CLEC7A (*green*) together with a marker of epithelial cells (E-cadherin, *red*) prior to analysis by confocal microscopy. Scale bars, 100 μm. **f**, **h** Colon tissue sections from DSS-induced (**f**) or TNBS-induced (**h**) mice treated with 30 mg/kg 5-OH-TMT or vehicle were immune-stained for CARD9 (*green*) together with a marker of epithelial cells (E-cadherin, red) prior to analysis by confocal microscopy. Scale bars, 100 μm.

### HTRA2 knockdown regulates C-type lectin receptor signaling

Having established that 5-OH-TMT activates the Dectin-1 pathway, we next sought to prove that this effect was mediated by a direct inhibition of HTRA2. 

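The 3 HTRA2 knockdown libraries came from NCM460 cells given siRNA against HTRA2 and TNF-α, with 34419837 to 37624399 reads on genes per library. They were compared with the 3 TNF-α libraries, whose labels name no siRNA, while the legend of Fig. 7 names a control siRNA. Whether the cells of the TNF-α libraries were transfected is thus not settled, and if they were not, the comparison holds the transfection and the loss of HTRA2 together. If they were, and the cells of the medium and 5-OH-TMT libraries were not, TNF-α against medium and 5-OH-TMT against TNF-α hold the transfection instead. The libraries were treated as replicates, though the paper's text does not say whether they are 3 of 1 siRNA or 1 of each of the 3 siRNAs, in which case their SDs and p-values also hold differences between siRNAs. HTRA2 had an FPKM of 7.44, 7.18 and 7.22 in the knockdown libraries and of 15.4, 14.0 and 14.2 in the TNF-α libraries, a log2 fold change of −0.98 (standard error 0.087, adjusted p = 2.8e-05) and 0.502 of the mean with TNF-α. With 5-OH-TMT the FPKM of HTRA2 was 15.4, 15.5 and 14.8, a log2 fold change of 0.07 (adjusted p = 0.668). The knockdown gave 764 DEGs, of which 557 were higher, and 3152 genes with an adjusted p under 0.05, of which 1691 were higher. Of the DEGs, 258 had a mean FPKM of at least 1, and 433 had more than 3 reads in every library of both groups. The largest number of DEGs among 100 simulated groups without change was 551. With a pseudocount of 1 the knockdown gave 155 DEGs, the count furthest from 764, and 91.6% of them were higher, against 72.9%. Across the 18079 genes, the log2 fold changes with the knockdown and with 5-OH-TMT, both against the same TNF-α libraries, had a Pearson correlation of 0.466, where genes are not independent replicates. In simulated pairs of unchanged groups that shared simulated TNF-α libraries, the correlation had a median of 0.484 (range −0.0270 to 0.918). Of the 100 pairs, 55 were at least as high as observed. Both simulated groups lacked any change, while the real knockdown had 3152 genes with an adjusted p under 0.05. A changed knockdown was not simulated, so the simulations cannot tell how much of 0.466 the shared libraries explain. With the TNF-α libraries parted between the comparisons in each of the 6 possible ways, an alternative chosen after the values were seen, the correlation was 0.0839 to 0.163. There were 91 genes that were DEGs in both comparisons, 52 higher in both, 36 lower in both and 3 in opposite directions. The simulated pairs, again without any change, had a median of 44 genes called in the same direction. Of the 100, 20 reached the observed 88. Of the 7 genes with an adjusted p under 0.05 after 5-OH-TMT, FOLR1 had an FPKM of 1.24 with TNF-α, 2.66 with 5-OH-TMT and 5.28 in the knockdown, and CYP1A1 one of 7.47 in the knockdown.

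**Figure D3:**
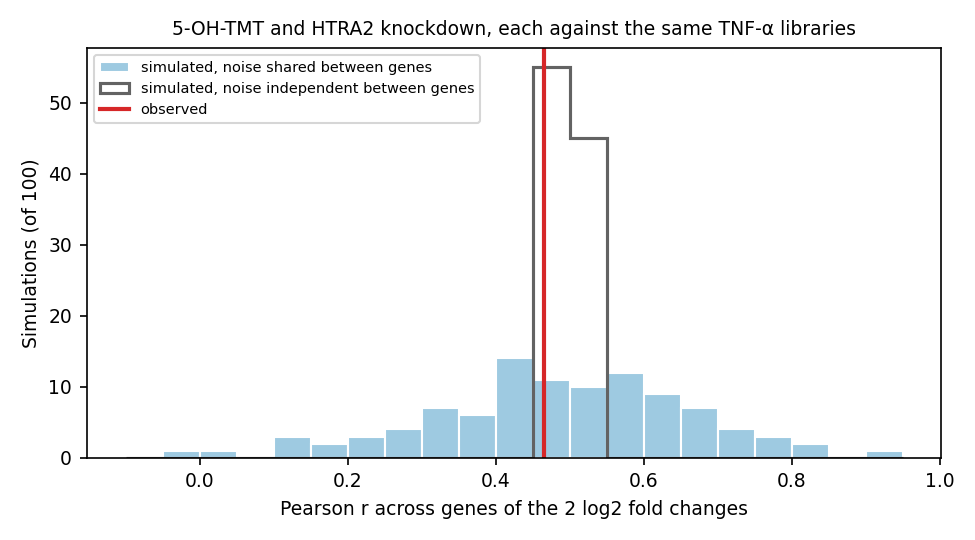
Histogram of the Pearson correlation across genes between 2 simulated unchanged groups that share simulated TNF-α libraries, with the observed value of 0.466 as a line. Filled bars show 100 simulations with noise shared between genes, and the outline 100 with independent noise per gene. The observed value lies near the median of 0.484 with shared noise, but the simulated knockdown held no change, unlike the real one.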

Notably, siRNA-mediated silencing of *HTRA2* in epithelial cells phenocopied the effects of 5-OH-TMT. Pathway analysis confirmed that *HTRA2* knockdown was sufficient to enrich the C-type lectin receptor signaling pathway and upregulate *CLEC7A* (Fig. 7a-d). Moreover, silencing of *HTRA2* induced a broad mucosal defense program, with significant increases evident in the expression of genes essential for the tight junction barrier (*CLDN1*, *OCLN*), the mucus layer (*MUC2*), and intracellular pathogen sensing (*NOD2*) (Fig. 7e).

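In the knockdown libraries, CLEC7A had 190, 189 and 172 reads and an FPKM of 1.21 ± 0.0737 (SD, n = 3), a log2 fold change over TNF-α of 1.31 (standard error 0.19, adjusted p = 5.6e-04). Every knockdown library lay above every TNF-α library (exact permutation test, two-sided, p = 0.1, the smallest the design allows), and the adjusted p stayed between 2.0e-04 and 0.0043 over the 8 other settings with all libraries. CARD9, with 9, 12 and 7 reads in the knockdown libraries (0.0385 ± 0.0106 FPKM, SD, n = 3), had a log2 fold change of 0.08 (adjusted p = 0.912), which turned to −0.070 with quantile normalization. The pseudocount pulled this value toward 0 as well, and it reached up to 0.238 in the other settings with all libraries. SYK, with 36, 50 and 37 reads (0.217 ± 0.0421 FPKM, SD, n = 3), had one of 0.41 (standard error 0.30, adjusted p = 0.387). The 78 tested genes of the hand-written C-type lectin receptor list had a median log2 fold change of 0.15 (camera p = 3.7e-04, fry p = 2.6e-06, estimated correlation p = 0.0046, exact permutation p = 0.1), and 33 of them were higher in every knockdown library than in every TNF-α library and 11 lower in every one, or 42.3% and 14.1%, where 17.5% and 16.4% of all tested genes were and chance gives 10% for both directions together. An adjusted p under 0.05 was reached by 24 of them over all genes, 21 of these higher, and by 32 adjusted over the list alone. The list held 8 DEGs against 3.30 expected (Fisher's exact test, one-sided, p = 0.0170, and 0.00220 with no filter on low values). These were CLEC7A, EGR2 (2.02), CCL17 (2.15), TNF (2.25), CASP1 (1.40), IRF9 (1.26), CCL22 (1.26) and, lower in the knockdown, IL6 (−1.22). All of them but IL6 are also genes of the Fig. 7c heatmap, so the excess of DEGs is not independent of that figure. Of the 14 genes of the Fig. 7c heatmap, 9 passed the filter, and all 9 were higher in every knockdown library, with a median log2 fold change of 1.31 (camera p = 8.1e-09, exact permutation p = 0.1). That heatmap was drawn from these libraries, so its genes are not independent evidence, and the 13 tested genes of the Fig. 6d heatmap had a median of 0.39 (camera p = 1.7e-04, fry p = 3.4e-05, estimated correlation p = 0.0466, exact permutation p = 0.1). Among the 2673 genes with a mean FPKM of at least 1, an adjusted p under 0.05 and no overlap between the groups, the largest fitted rises included S100A8, from 0.756 ± 0.296 (SD, n = 3) to 10.3 ± 0.989 FPKM (SD, n = 3), a log2 fold change of 3.67 (standard error 0.34, adjusted p = 3.9e-05). CXCL10 (3.41, adjusted p = 6.1e-05), SPRR1A (3.25, 9.5e-04), with 1 to 8 reads per library with TNF-α and 34 to 50 in the knockdown, and LCN2 (3.00, 1.4e-05) were also among them. MIR635, a microRNA gene of 98 bases inside WIPI1, had 1, 1 and 0 reads with TNF-α and 5, 11 and 12 in the knockdown, and was at least 2.99-fold higher, with an adjusted p of 0.0345 that ranged from 0.0122 to 0.102 over the settings with all libraries and lay above 0.05 in each of the 6 fits that left out 1 library (0.0576 to 0.128). The largest fitted falls among these genes were in AC097451.1 (−2.47, adjusted p = 1.2e-04), VIM (−1.68, 1.7e-05), C19orf33 (−1.65, 0.0074), AL121658.1 (−1.58, 0.0228) and MIR3176 (−1.56, 0.0200), a microRNA gene of 90 bases inside CAPN15. The adjusted p of AL121658.1 and MIR3176 rose above 0.05 in the fit without a filter (0.0571 and 0.0506) and in the fit to the 2 groups compared (0.101 and 0.0740). With 1 library left out they reached up to 0.0856 and 0.0873, above 0.05 for AL121658.1 in 2 of the 6 fits and for MIR3176 in 4. From the pathway analysis of the knockdown, the paper concludes that loss of HTRA2 is sufficient to enrich C-type lectin receptor signaling and to raise CLEC7A, and it places HTRA2 upstream of the Dectin-1 axis.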

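CLDN1 (ENSG00000163347), on chromosome 3 from 190305701 to 190322475, had an FPKM of 71.1 ± 1.21 (SD, n = 3) with TNF-α and 111 ± 3.39 (SD, n = 3) in the knockdown, a log2 fold change of 0.64 (standard error 0.079, adjusted p = 2.3e-04) and 1.56 times the TNF-α mean. OCLN (ENSG00000197822), on chromosome 5 from 69492292 to 69558104, went from 4.12 ± 0.332 (SD, n = 3) to 4.88 ± 0.0982 FPKM (SD, n = 3), 1.18 times the TNF-α mean, with a log2 fold change of 0.24 (standard error 0.11, adjusted p = 0.174). MUC2 (ENSG00000198788), on chromosome 11 from 1074875 to 1110511, had 9, 7 and 3 reads with TNF-α and 22, 26 and 31 in the knockdown, or 0.0145 ± 0.00709 (SD, n = 3) and 0.0574 ± 0.00951 FPKM (SD, n = 3), 3.96 times the TNF-α mean. The gene lay under the filter on low values, and without a filter its log2 fold change, which the pseudocount pulled toward 0 at this level, was 0.46 (standard error 0.14, adjusted p = 0.0750). The adjusted p of MUC2 was 0.0430 in a fit to only the 2 groups compared and 0.0450 in eBayes without trend, within a range of 0.0430 to 0.233 over the planned settings with all libraries, and 0.0344 with voom, which was chosen after the values were seen. NOD2 (ENSG00000167207), on chromosome 16 from 50693588 to 50734041, had 19, 4 and 48 reads with TNF-α and 110, 79 and 76 in the knockdown, a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.0236). Its FPKM was 0.0938 ± 0.0858 (SD, n = 3) with TNF-α and 0.355 ± 0.0769 (SD, n = 3) in the knockdown, 3.79 times the TNF-α mean. The size of this fold is uncertain, since the 3 TNF-α libraries stood at 0.0754, 0.0187 and 0.187. With 1 library left out, the log2 fold change of NOD2 ranged from 1.01 to 1.64. The adjusted p of NOD2 rose to 0.0597 without TNF-α library 1, to 0.0847 without TNF-α library 2, to 0.0899 without knockdown library 1 and to 0.0689 in the fit to the 2 groups compared. For each of these 4 genes, all 3 knockdown libraries lay above all 3 TNF-α libraries, for which an exact two-sided permutation test gives p = 0.1, and no smaller p is possible. Of the other genes of Fig. 7e, TJP1 had a log2 fold change of −0.02 (adjusted p = 0.911), XBP1 of 0.12 (0.261), ATG16L1 of −0.05 (0.648) and BCL2, under the filter, of −0.11 (0.853). The sign for TJP1 changed with the setting, from −0.125 to 0.041 across the 6 fits that left out 1 library.

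**Figure D4:**
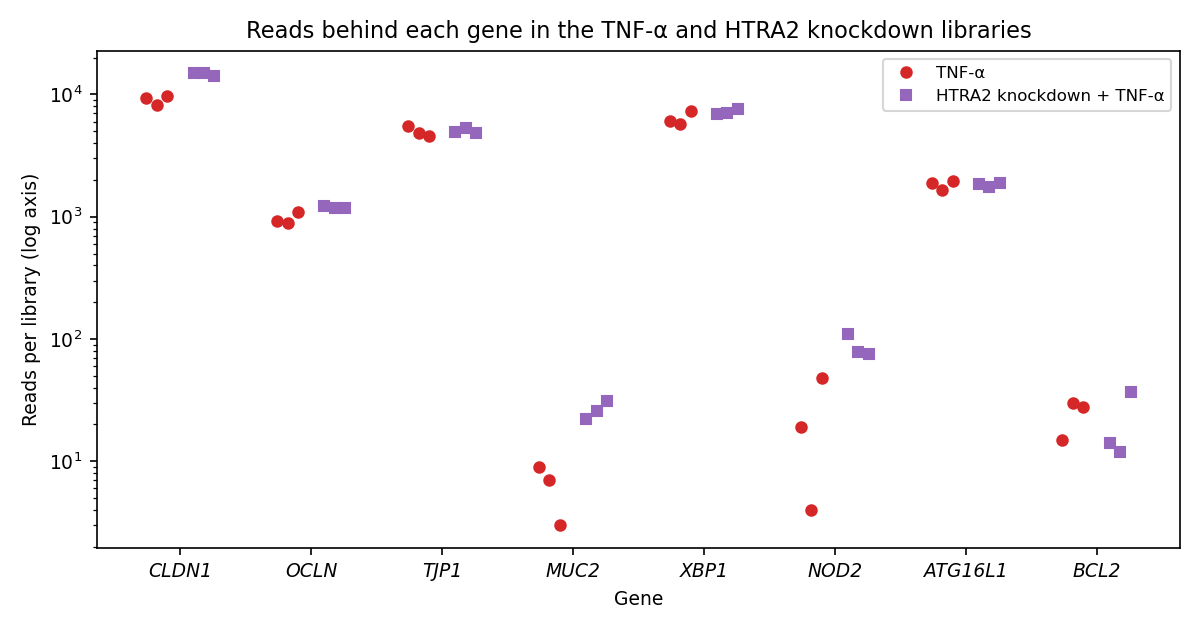
Reads (log axis) of CLDN1, OCLN, TJP1, MUC2, XBP1, NOD2, ATG16L1 and BCL2 in each TNF-α and HTRA2 knockdown library, one point per library. MUC2 had 3 to 9 reads with TNF-α and 22 to 31 in the knockdown, and NOD2 4 to 48 and 76 to 110.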

**Fig. 7:**
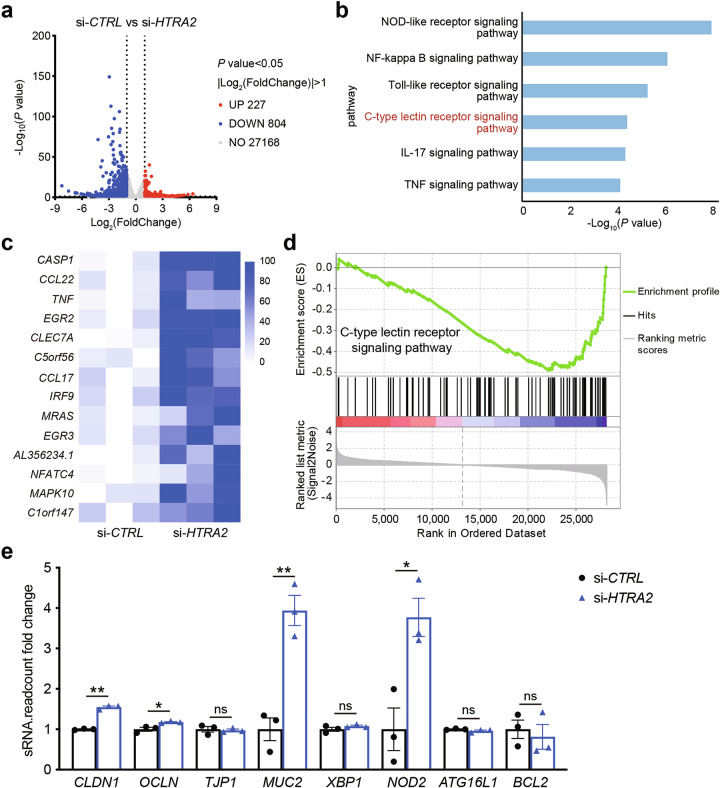
HTRA2 knockdown regulates C-type lectin receptor signaling. **a** Volcano plot showing differentially expressed genes in NCM460 cells transfected with si-*HTRA2* versus si-*CTRL* (|Log₂(Fold Change)|>1, *P* < 0.05; red: upregulated, blue: downregulated). **b** KEGG pathway enrichment analysis of differentially expressed genes, highlighting significant enrichment of C-type lectin receptor signaling pathway. **c** Heatmap showing relative expression of representative genes involved in C-type lectin receptor signaling in si-*CTRL* and si-*HTRA2* groups. **d** Gene set enrichment analysis (GSEA) showing negative enrichment of the C-type lectin receptor signaling pathway in si-*HTRA2* NCM460 cells. **e** Quantification of key epithelial and immune-related gene expression by sRNA readcount in si-*CTRL* and si-*HTRA2* groups (*n* = 3 per group). Data are presented as mean ± SEM. *P* values are determined by two-tailed Student’s *t*-test (**e**). ^**^P < 0.01, ^*^P < 0.05, ns not significant.

Taken together, these data established a clear mechanistic cascade whereby 5-OH-TMT directly inhibits HTRA2, which relieves a brake on the Dectin-1 signaling axis and unleashes a coordinated transcriptional program to enhance epithelial defense and resolve inflammation.

### HTRA2 inhibition is sufficient to mediate the protective effects of 5-OH-TMT

We further elucidated the role of HTRA2 as a critical upstream target of 5-OH-TMT by conducting both loss-of-function and gain-of-function experiments. siRNA-mediated knockdown of HTRA2 mimicked the effect of 5-OH-TMT and resulted in a significant upregulation of CLEC7A and CARD9 expression at both the mRNA (Fig. 8a) and protein levels (Fig. 8b). In contrast, overexpression of HTRA2 not only failed to increase the expression of these genes but it antagonized the upregulation of CLEC7A and CARD9 by 5-OH-TMT (Fig. 8c, d). Furthermore, *HTRA2* knockdown recapitulated the barrier-enhancing effects of 5-OH-TMT by significantly increasing the expression of key tight junction genes (*CLDN1*, *OCLN*, and *ZO1)* (Fig. 8e), whereas HTRA2 overexpression blocked the 5-OH-TMT-mediated enhancement of these junctional components (Fig. 8f). The modulation of HTRA2 also affected the expression of antimicrobial peptides (Fig. S11).

**Fig. 8:**
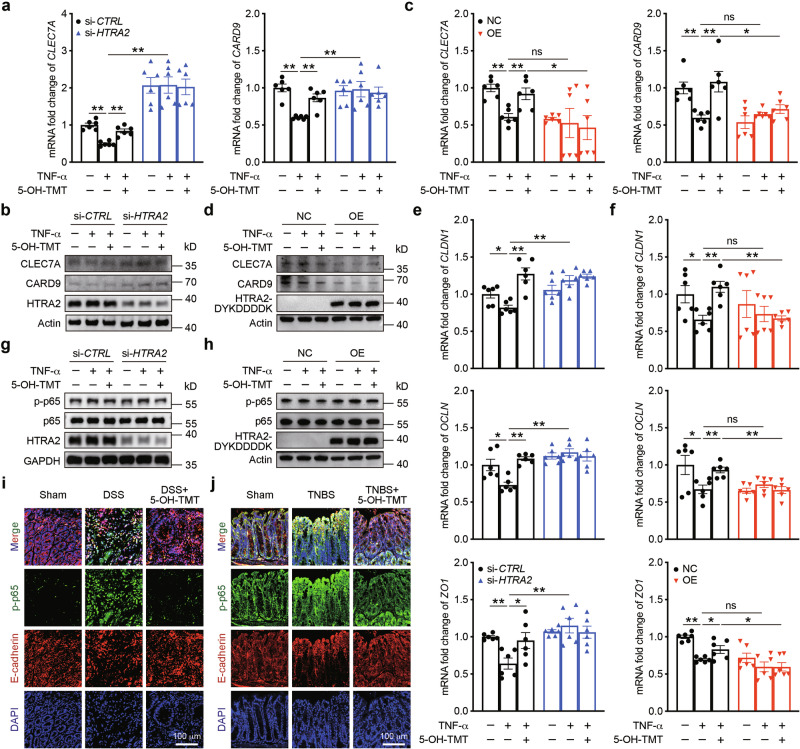
HTRA2 inhibition is sufficient to mediate the protective effects of 5-OH-TMT. **a-d** CLEC7A and CARD9 mRNA expression (**a**, **c**) and protein levels (**b**, **d**) in NCM460 cells infected with si-*CTRL* and si-*HTRA2* or NC and OE stimulated by TNF-*α* and treated with or without 5-OH-TMT. **e**, **f** Tight junction genes *CLDN1*, *OCLN*, *ZO1* mRNA expression in NCM460 cells infected with si-*CTRL* and si-*HTRA2* (**e**) or NC and OE (**f**) stimulated by TNF-*α* and treated with or without 5-OH-TMT. **g**, **h** Phosphorylation levels of p65 in HTRA2 knockdown (**g**) or overexpression (**h**) NCM460 cells. **i**, **j** Colon tissue sections from DSS-induced (**i**) or TNBS-indued (**j**) mice treated with 30 mg/kg 5-OH-TMT or vehicle were immune-stained for p-p65 (*green*) together with E-cadherin (*red*) prior to analysis by confocal microscopy. Scale bars, 100 μm. Data are represented as mean ± SEM. *n* = 6. The *P* values are determined by Tukey’s multiple-comparison test for **a**, **c**, **e**, and **f**. *P < 0.05, **P < 0.01, ns, not significant.

Having confirmed that HTRA2 inhibition drives the protective and pro-resolving pathways, we next sought to link HTRA2 to the suppression of pro-inflammatory signaling. Both direct treatment with 5-OH-TMT and siRNA-mediated silencing of *HTRA2* resulted in significant in vitro suppression of the phosphorylation of the NF-κB p65 subunit (Fig. 8g), whereas HTRA2 overexpression did not achieve this inhibition (Fig. 8h). In vivo validation of this pivotal anti-inflammatory mechanism confirmed that in vivo, where 5-OH-TMT treatment markedly reduced p-p65 levels in the colonic epithelium of mice with colitis (Fig. 8i, j). Further exploration of the proapoptotic function of HTRA2 in our colitis mouse models revealed that 5-OH-TMT treatment significantly reduced the number of TUNEL-positive cells in the colonic mucosa (Fig. S12), demonstrating its antiapoptotic effect under inflammatory conditions.

Collectively, these results provided a complete mechanism of action whereby 5-OH-TMT mitigates colitis by directly binding and inhibiting HTRA2. This single molecular event orchestrates a dual therapeutic response by simultaneously activating the protective Dectin-1/CARD9 pathway to restore intestinal homeostasis while suppressing pro-inflammatory NF-κB signaling.

## Discussion

In this study, we provide a comprehensive preclinical validation of 5-OH-TMT as a novel therapeutic agent for the treatment of inflammatory bowel disease, and we elucidate its underlying molecular mechanism of action. We demonstrate that 5-OH-TMT confers potent protection in two distinct mouse models of colitis via an effect driven by a dual mechanism involving the suppression of pro-inflammatory signaling and the active restoration of intestinal epithelial barrier integrity. The most significant finding of our study is the identification of the mitochondrial serine protease HTRA2 as the direct molecular target of 5-OH-TMT. We establish a clear mechanistic cascade in which the inhibition of HTRA2 by 5-OH-TMT relieves a repressive signal on the Dectin-1/CARD9 pathway, thereby unleashing a coordinated mucosal defense program that collectively mitigates colitis.

Our in vivo experiments robustly establish the therapeutic potential of 5-OH-TMT by demonstrating significant efficacy in both the innate immunity-driven DSS model and the T-cell–mediated TNBS model of colitis. Treatment resulted in marked improvements in clinical parameters, including reduced weight loss and disease activity scores, as substantiated by histological evidence of preserved mucosal architecture. We propose that this broad effectiveness stems from a reinforcement of the intestinal epithelial barrier via the HTRA2–Dectin-1 signaling axis. This barrier is a central pathological nexus in both models, so limiting the translocation of microbial products in DSS colitis and restricting hapten penetration in TNBS colitis by barrier fortification effectively dampens the subsequent inflammatory cascade.

This mechanism is further supported by the ability of 5-OH-TMT to promote a profound remodeling of the cytokine network by suppressing pro-inflammatory mediators (TNF-*α*, IL-6, IL-1*β*) while boosting anti-inflammatory IL-10. Thus, by targeting the fundamental vulnerability of barrier dysfunction, the HTRA2–Dectin-1 pathway ultimately uncouples epithelial injury from downstream inflammation. This effectively rebalances the local immune environment, irrespective of whether the pathology is primarily innate or adaptive, and highlights the efficacy of 5-OH-TMT as a broadly applicable therapeutic drug for IBD.

A critical component of IBD pathogenesis is the failure of the intestinal barrier [29, 30], and our data clearly show that 5-OH-TMT directly counteracts this defect. The restoration of the expression and proper apical localization of key tight junction proteins, including CLDN1, OCLN, and ZO-1, provides a direct molecular explanation for how 5-OH-TMT reinforces barrier function. This action likely limits the translocation of luminal antigens, thereby breaking the vicious cycle of inflammation. Furthermore, the upregulation of antimicrobial peptides suggests that 5-OH-TMT enhances the chemical barrier of the epithelium and adds another layer to its mucosal protective effects. Together, these findings position 5-OH-TMT as a multi-faceted agent that can dampen inflammation while also actively promoting mucosal healing.

The central finding of our work is the successful deorphanization of the therapeutic action of 5-OH-TMT by identifying HTRA2 as its direct target. Our use of an unbiased TRAP screening approach, followed by orthogonal validation with CETSA, DARTS, and MST, enabled us to build a compelling case for a direct and specific physical interaction. The selectivity for HTRA2 over its homolog HTRA1 further underscores the specificity of this engagement. Our molecular docking simulations predicted binding to the catalytic pocket, while the TRAP data identified a functionally important protease domain loop (aa 234–247) whose accessibility was altered. These results are complementary rather than contradictory and suggest a model in which 5-OH-TMT binds within the catalytic site (Asn181, Lys395) to induce a conformational change in the adjacent substrate-binding loop, thereby inhibiting protease function. This detailed insight into the drug–target interface provides a solid foundation for future structure-based drug optimization.

Our identification of the 5-OH-TMT target enabled us to follow the novel downstream pathway linking HTRA2 inhibition to intestinal protection. Our transcriptomic analysis unexpectedly pointed toward the C-type lectin receptor signaling pathway, specifically revealing an upregulation of Dectin-1 (CLEC7A) and its key adaptor, CARD9. Dectin-1 is a pattern recognition receptor renowned for its role in antifungal immunity [31–34], but it is now increasingly recognized as a critical regulator of intestinal homeostasis and protection against colitis [35–40]. The activation of the Dectin-1/CARD9 axis is known to regulate inflammatory responses [41]; thus, our discovery that 5-OH-TMT activates this pathway in vivo establishes a previously unknown connection between HTRA2 and C-type lectin receptor signaling.

Our *HTRA2* silencing experiments revealed the final and most definitive piece of our mechanistic puzzle. A particularly remarkable finding was that siRNA-mediated knockdown of *HTRA2* phenocopied the key therapeutic effects of 5-OH-TMT including the upregulation of CLEC7A/CARD9, the enhancement of tight junction gene expression, and the suppression of NF-κB p65 phosphorylation. This phenocopying provides unequivocal evidence that HTRA2 is the critical upstream regulator and confirms that HTRA2 normally functions as a negative regulator, or a brake, on this protective mucosal defense pathway. By inhibiting HTRA2, 5-OH-TMT effectively “cuts the brake lines,” allowing the Dectin-1/CARD9 axis to engage and restore intestinal homeostasis. Thus, this single molecular event orchestrates the dual therapeutic outcomes observed throughout our study.

Zhang et al. have also identified HTRA2 inhibition as a potent therapeutic strategy for the treatment of colitis by demonstrating that pharmacological blockade of its protease activity reduces inflammation and restores intestinal barrier function [42]. However, their postulated underlying mechanism differs fundamentally from the mechanism documented in the present study. Zhang et al. posited that HTRA2 directly promotes pro-inflammatory necroptosis and that its inhibition is protective because it prevents the operation of this deleterious cell death pathway. In contrast, our work elucidates a novel role for HTRA2 as a negative regulator of a protective mucosal defense program, whereby its inhibition activates the Dectin-1 signaling axis to promote intestinal homeostasis. Although both studies have arrived at differing mechanistic conclusions, both investigations collectively establish HTRA2 as a critical and multifaceted therapeutic target for IBD.

A particularly intriguing finding of our study is the mechanistic link between the inhibition of HTRA2, a mitochondrial protease, and the transcriptional upregulation of the cell-surface receptor Dectin-1. While mitochondrial retrograde signaling offers one possible explanation, an alternative and compelling hypothesis invokes the involvement of a more direct regulatory axis. We propose that the function of HTRA2 extends beyond mitochondrial quality control to include the regulation of a key cytoplasmic signaling intermediate that governs CLEC7A gene expression. In this model, the constitutive protease activity of HTRA2 may serve to cleave and degrade a putative activator of Dectin-1 transcription, thereby maintaining its low basal expression. Upon inhibition of HTRA2 by 5-OH-TMT, this activator is no longer degraded and instead stabilizes and accumulates. Subsequently, this stabilized factor could translocate to the nucleus and drive the observed upregulation of Dectin-1 transcription. This mechanism is plausible given that HTRA2 is known to be released from the mitochondria under certain stress conditions and can cleave cytoplasmic substrates. Therefore, identifying this putative signaling intermediate and confirming its cleavage by HTRA2 represents a high-priority direction for our future work, as this could definitively establish this novel regulatory pathway.

While our findings are compelling, several limitations should be acknowledged. First, the absence of a direct comparison between 5-OH-TMT and its parent compound, bufotenine, reflects a deliberate, hypothesis-driven design. Quaternization of the terminal nitrogen, which introduces a permanent positive charge, is a modification specifically intended to prevent blood–brain barrier penetration and enhance metabolic stability. By converting a centrally active hallucinogen into a peripherally restricted agent, 5-OH-TMT is best evaluated within a distinct pharmacological framework aimed at mitigating central nervous system liabilities rather than as a direct bufotenine analog.

Regarding our study’s experimental scope, the work was conducted in acute models of colitis; therefore, the efficacy of 5-OH-TMT in chronic relapsing conditions remains to be determined. Additionally, while we have established a clear functional link in which HTRA2 regulates Dectin-1, the precise molecular mechanism by which the HTRA2 protease controls this pathway is still unknown. Finally, because our analysis focused on epithelial and whole-tissue responses, the cell-type–specific effects of 5-OH-TMT on resident immune cells within the lamina propria require further exploration. Addressing these gaps, specifically the transition to chronic models and the dissection of molecular and cellular mechanisms, will be crucial for full translation of the therapeutic potential of this peripherally restricted scaffold.

In summary, our study identifies 5-OH-TMT as a potent therapeutic agent for the treatment of experimental colitis. We have elucidated a complete mechanism of action by demonstrating that 5-OH-TMT directly binds to and inhibits the mitochondrial protease HTRA2. This inhibition triggers a dual therapeutic program involving the suppression of pro-inflammatory NF-κB signaling and the simultaneous activation of the protective Dectin-1/CARD9 mucosal defense pathway. By uncovering this novel HTRA2–Dectin-1 axis, our work provides a strong rationale for the clinical development of 5-OH-TMT for IBD, while also validating HTRA2 as a promising and druggable new target for modulating intestinal inflammation and promoting mucosal healing.

## Supplementary information

Supplementary information

## Data Availability

The accession number for the RNA-seq reported in this study in GEO is GSE302465 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302465.

# Supplementary material for: 5-OH-TMT mitigates colitis through HTRA2 binding–mediated activation of the Dectin-1 signaling pathway
**Source:** Acta Pharmacol Sin. 2026 Apr 2;47(8):2182–95. doi: 10.1038/s41401-026-01782-0
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Files**

**Supplementary Figures**

Figure S1. 5-OH-TMT reduces pro-inflammatory cytokine production in DSS-induced colitis.

Figure S2. 5-OH-TMT increases expression of antimicrobial peptides in DSS- and TNBS-induced colitis.

Figure S3. Effect of 5-OH-TMT on NCM460 cell viability.

Figure S4. 5-OH-TMT does not affect HTRA1 protease sensitivity.

Figure S5. Molecular docking analysis of 5-OH-TMT binding to HTRA2.

Figure S6. The interaction of 5-OH-TMT with HTRA2 mutants were measured by MST.

Figure S7. Analysis of the combined area of 5-OH-TMT and HTRA2 via TRAP experiment.

Figure S8. Overlap of differentially expressed genes in response to TNF-*α* and 5-OH-TMT treatment.

Figure S9. **GSEA of the C-type lectin receptor signaling pathway.**

Figure S10. 5-OH-TMT upregulates *Clec7a* and *Card9* expression in DSS- but not TNBS-induced colitis.

Figure S11. HTRA2 regulates antimicrobial peptide expression.

Figure S12. 5-OH-TMT attenuates colonic apoptosis in murine colitis models.

**Supplementary Table**

Table S1. Primers for quantitative PCR analysis.

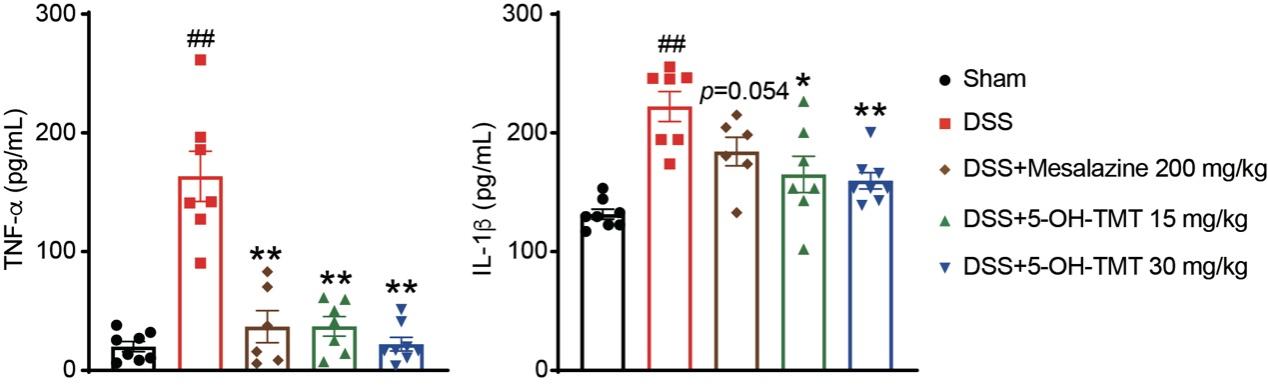

**Fig. S1. 5-OH-TMT reduces pro-inflammatory cytokine production in DSS-induced colitis.** TNF-*α* and IL-1*β* levels in serum from sham, DSS, DSS+mesalazine (200 mg/kg), DSS+5-OH-TMT (15 mg/kg), and DSS+5-OH-TMT (30 mg/kg) groups, as measured by ELISA (*n* = 6-8 per group). Data are presented as mean ± SEM. *P* values are determined by Tukey multiple comparison test. ^##^*P* < 0.01 vs. Sham; ^**^*P* < 0.01, ^*^*P* < 0.05 vs. DSS.

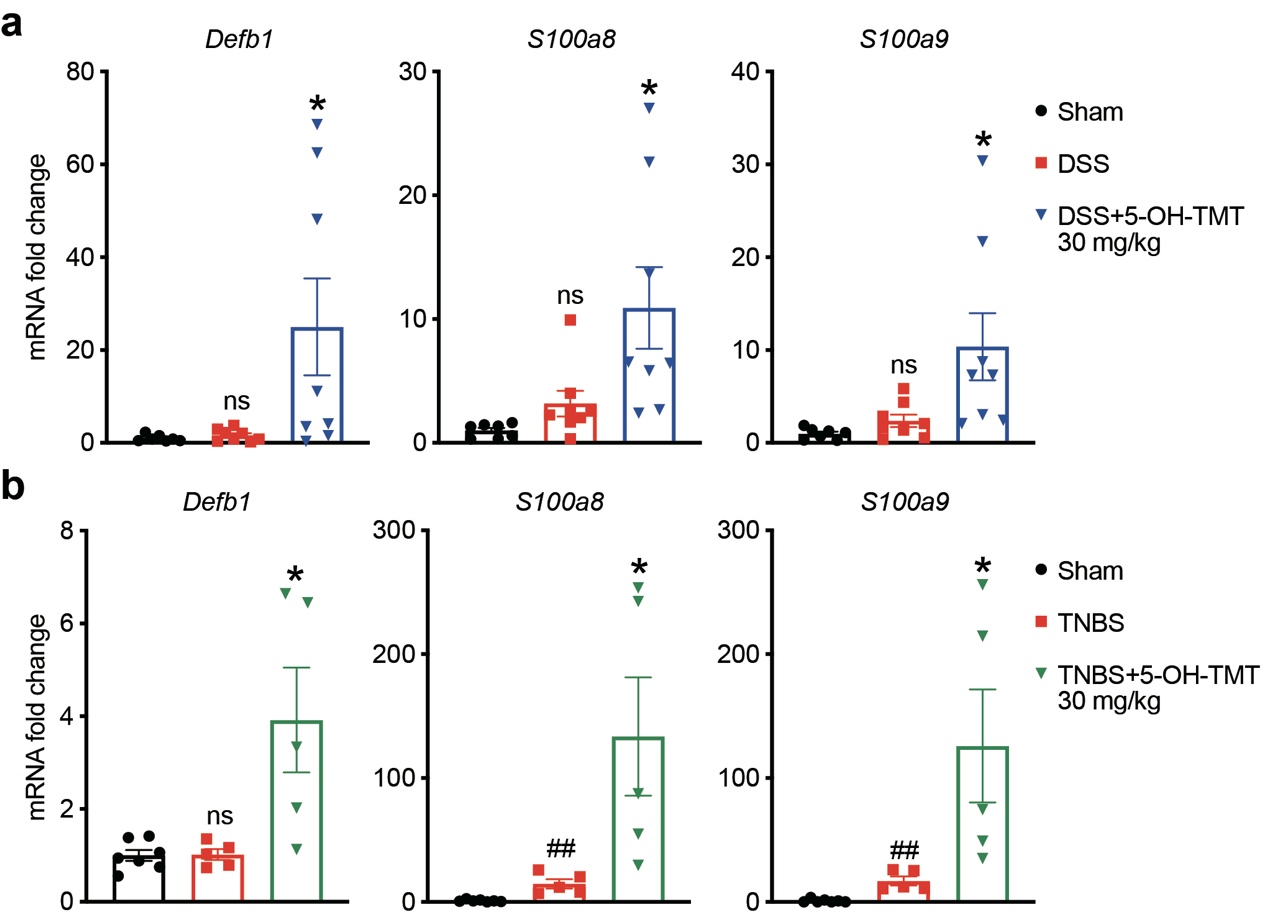

**Fig. S2. 5-OH-TMT increases expression of antimicrobial peptides in DSS- and TNBS-induced colitis.** **a** Relative mRNA expression of *Defb1*, *S100a8*, and *S100a9* in colon tissues from sham, DSS, and DSS+5-OH-TMT (30 mg/kg) groups, as determined by qPCR (*n* = 8 per group). **b** Relative mRNA expression of *Defb1*, *S100a8*, and *S100a9* in colon tissues from sham, TNBS, and TNBS+5-OH-TMT (30 mg/kg) groups, as determined by qPCR (*n* = 5-6 per group). Data are presented as mean ± SEM. *P* values are determined by two-tailed Student’s *t*-test. ^##^*P* < 0.01 vs. Sham; ns, not significant; ^*^*P* < 0.05 vs. DSS or TNBS.

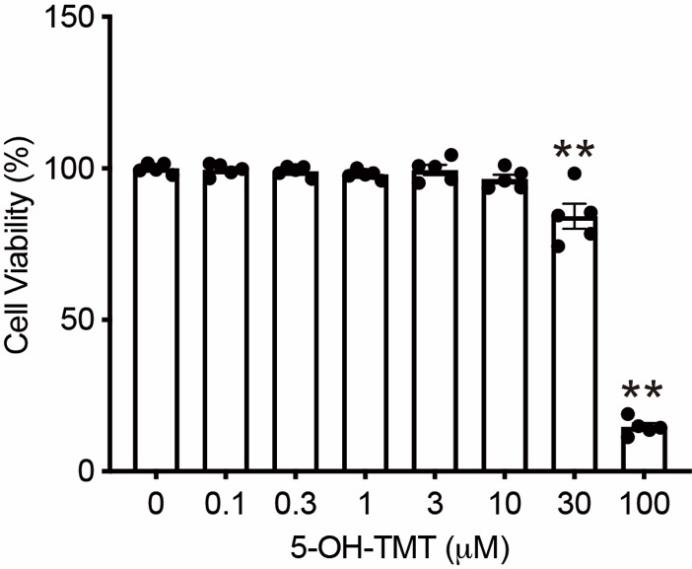

**Fig. S3.** **Effect of 5-OH-TMT on NCM460 cell viability.** Cell viability of NCM460 cells treated with increasing concentrations of 5-OH-TMT (0–100 μM) for 96 hours, as assessed by CCK-8 assay (*n* = 5 per group). Data are presented as mean ± SEM. *P* values are determined by two-tailed Student’s *t*-test. ^**^*P* < 0.01 vs. 0 μM.

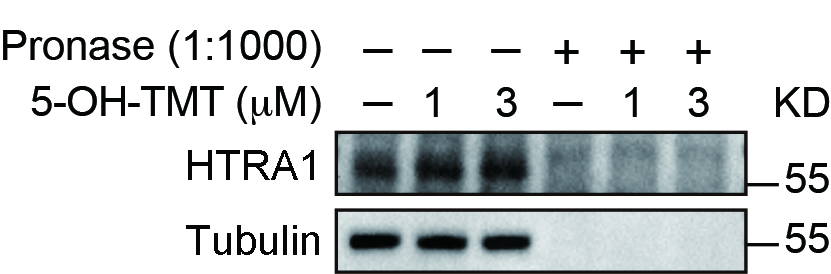

**Fig. S4.** **5-OH-TMT does not affect HTRA1 protease sensitivity.** Western blot analysis of HTRA1 protein levels in the presence or absence of pronase (1:1000) and 5-OH-TMT (1 or 3 μM).

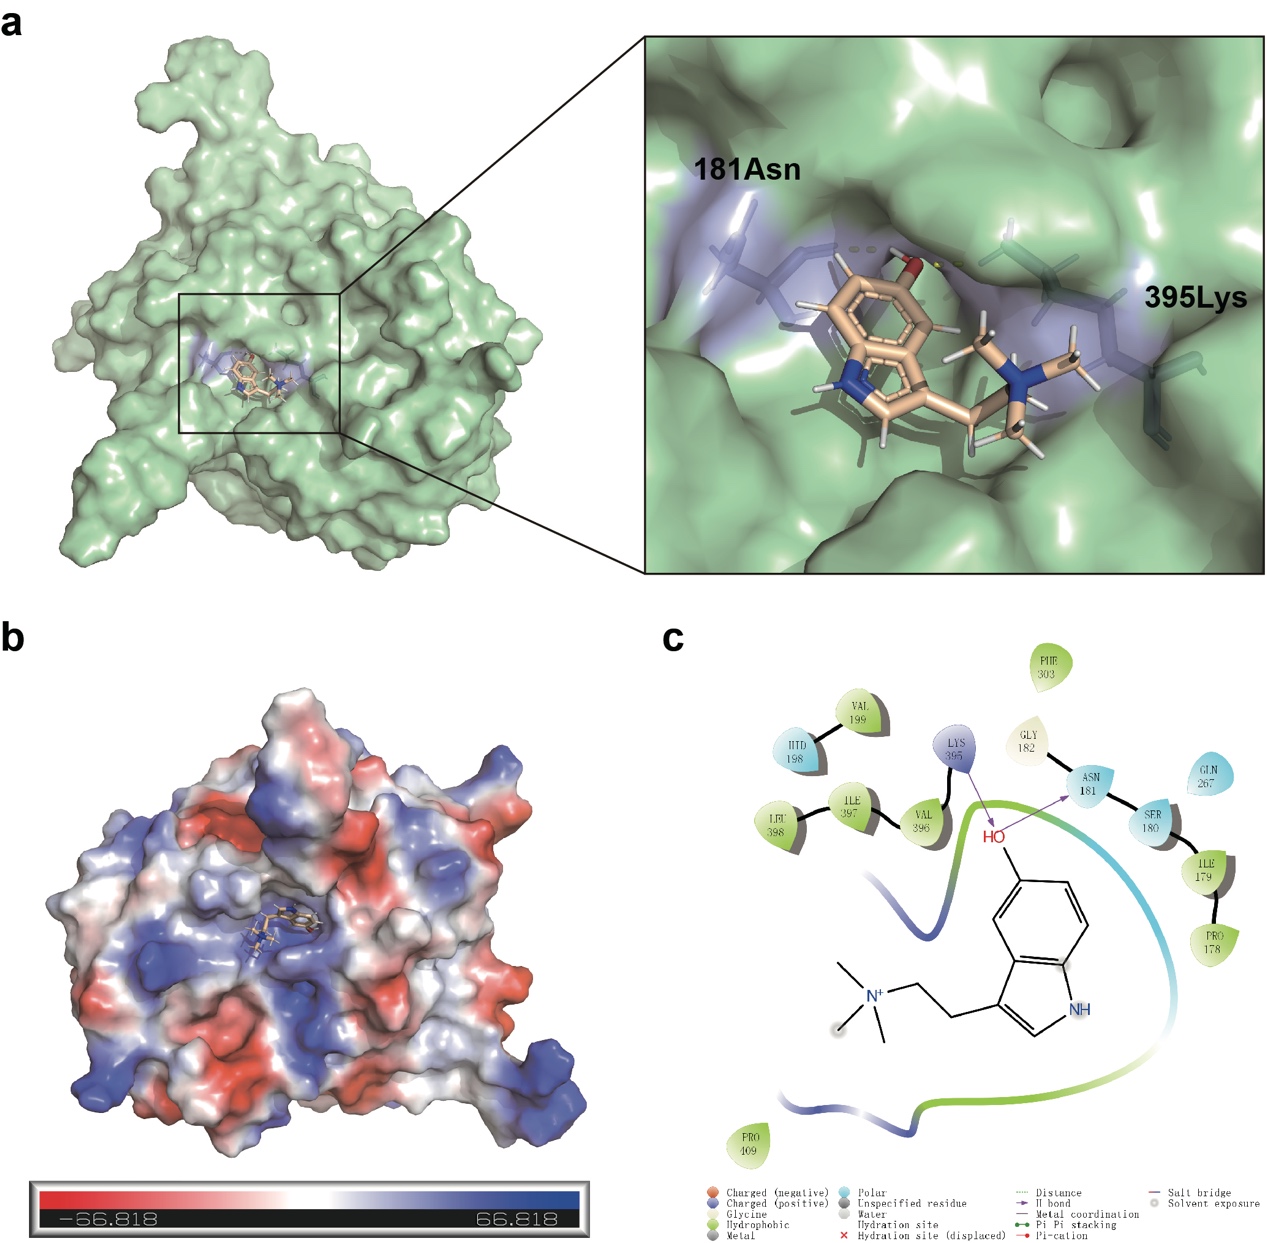

**Fig. S5.** **Molecular docking analysis of 5-OH-TMT binding to HTRA2.** **a** Predicted binding mode of 5-OH-TMT (shown in stick representation) within the active site of HTRA2, with a close-up view highlighting key interacting residues Asn181 and Lys395. **b** Electrostatic surface potential map of HTRA2 showing the location of 5-OH-TMT within the binding pocket. **c** Schematic diagram of the predicted interactions between 5-OH-TMT and amino acid residues in the HTRA2 binding pocket, including hydrogen bonds and hydrophobic contacts.

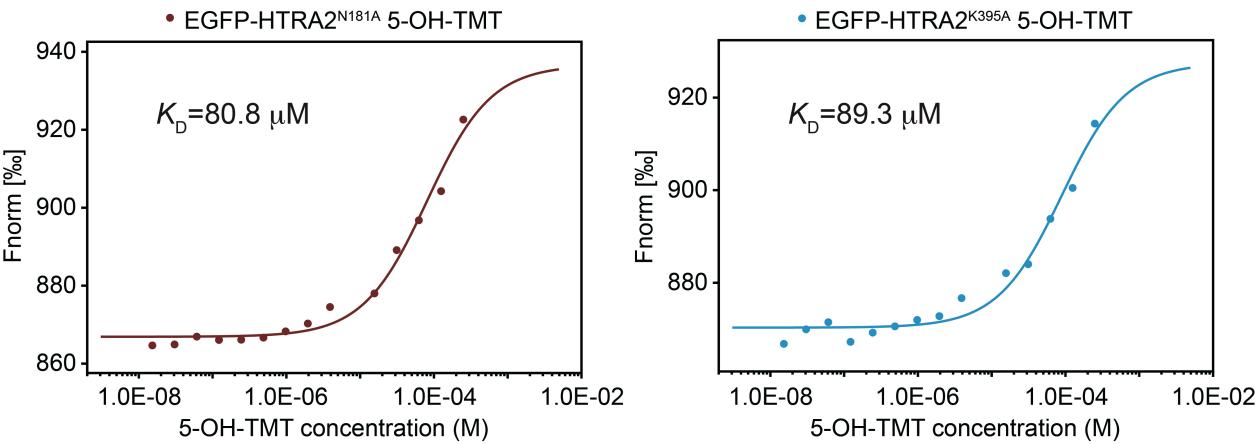

**Fig. S6. The interaction of 5-OH-TMT with HTRA2 mutants were measured by MST.**

**
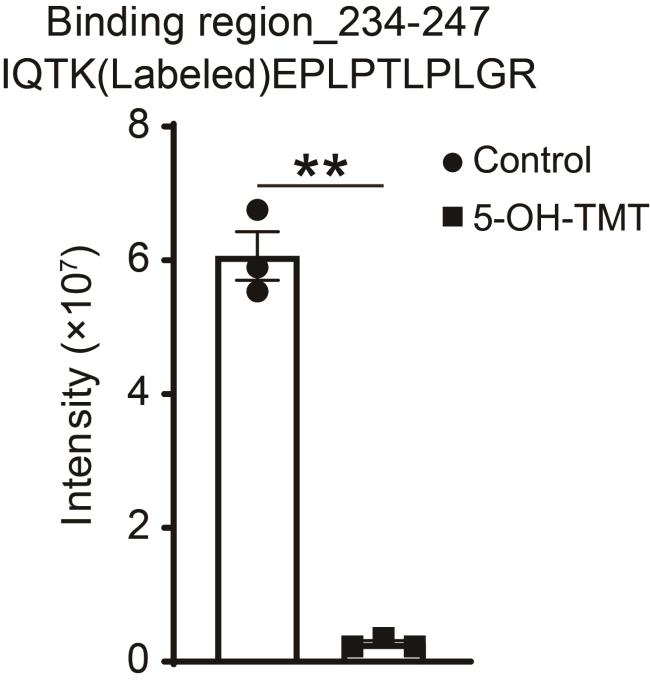
**

**Fig. S7. Analysis of the combined area of 5-OH-TMT and HTRA2 via TRAP experiment.** Data are presented as mean ± SEM. *P* values are determined by two-tailed Student’s *t*-test. ^**^*P* < 0.01 vs. control.

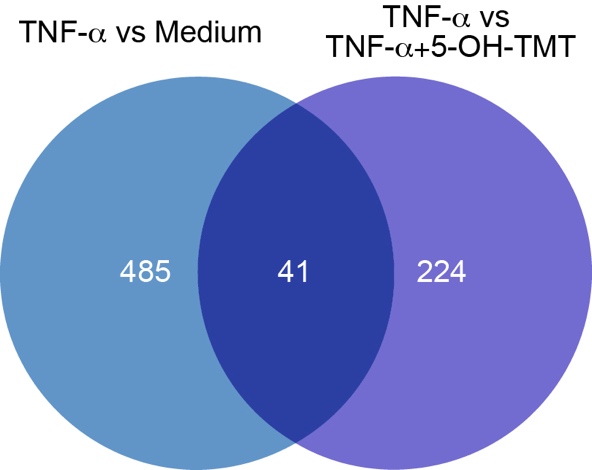

**Fig. S8.** **Overlap of differentially expressed genes in response to TNF-*α* and 5-OH-TMT treatment.** Venn diagram showing the number of differentially expressed genes (DEGs) identified in TNF-*α* vs medium (|Log₂(Fold Change)|>1, *P* < 0.05) and TNF-*α* vs TNF-*α* plus 5-OH-TMT groups (|Log₂(Fold Change)|>1, *P* < 0.05).

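Of the DEGs of TNF-α against medium and of TNF-α with 5-OH-TMT against TNF-α, 73 were shared, 421 belonged to the first comparison alone and 198 to the second alone. Among the shared DEGs, 35 rose with TNF-α and fell when 5-OH-TMT was added, 33 fell and then rose, 4 rose in both comparisons and 1 fell in both. The same TNF-α libraries stand on opposite sides of the 2 comparisons, and in the 100 simulated treatment groups without change the overlap had a median of 63 (range 0 to 205) and was at least 73 in 42. Only 5 of the shared DEGs had a mean FPKM of at least 1. The number shared moved most with a pseudocount of 1, which left 1 shared DEG, and it was 110 without TNF-α library 2.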

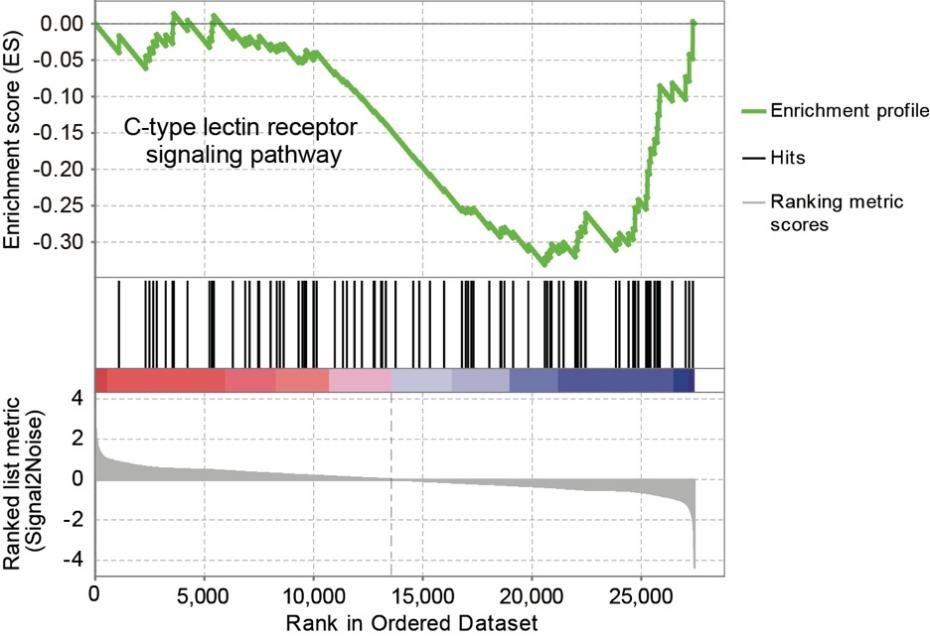

**Fig. S9. GSEA of the C-type lectin receptor signaling pathway.** GSEA plot showing negative enrichment of the C-type lectin receptor signaling pathway in NCM460 cells following 5-OH-TMT treatment. The enrichment score (ES) is plotted against gene rank in the ordered dataset. Black vertical lines indicate the positions of pathway genes within the ranked list.

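An enrichment score is the largest deviation of a running sum that rises at each gene of the set and falls at every other gene, along all genes ranked by their difference between 2 groups. The 18079 tested genes were ranked by the difference in group means over the summed SDs, 5-OH-TMT against TNF-α. An SD smaller than a fixed share of the absolute group mean, on the log2 scale, was raised to that share. On this ranking the hand-written list of 78 tested C-type lectin receptor genes scored 0.293, with no p computed. The score is positive where the genes of the set lie toward the 5-OH-TMT side, and its sign turns over when the groups are ranked in the opposite order.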

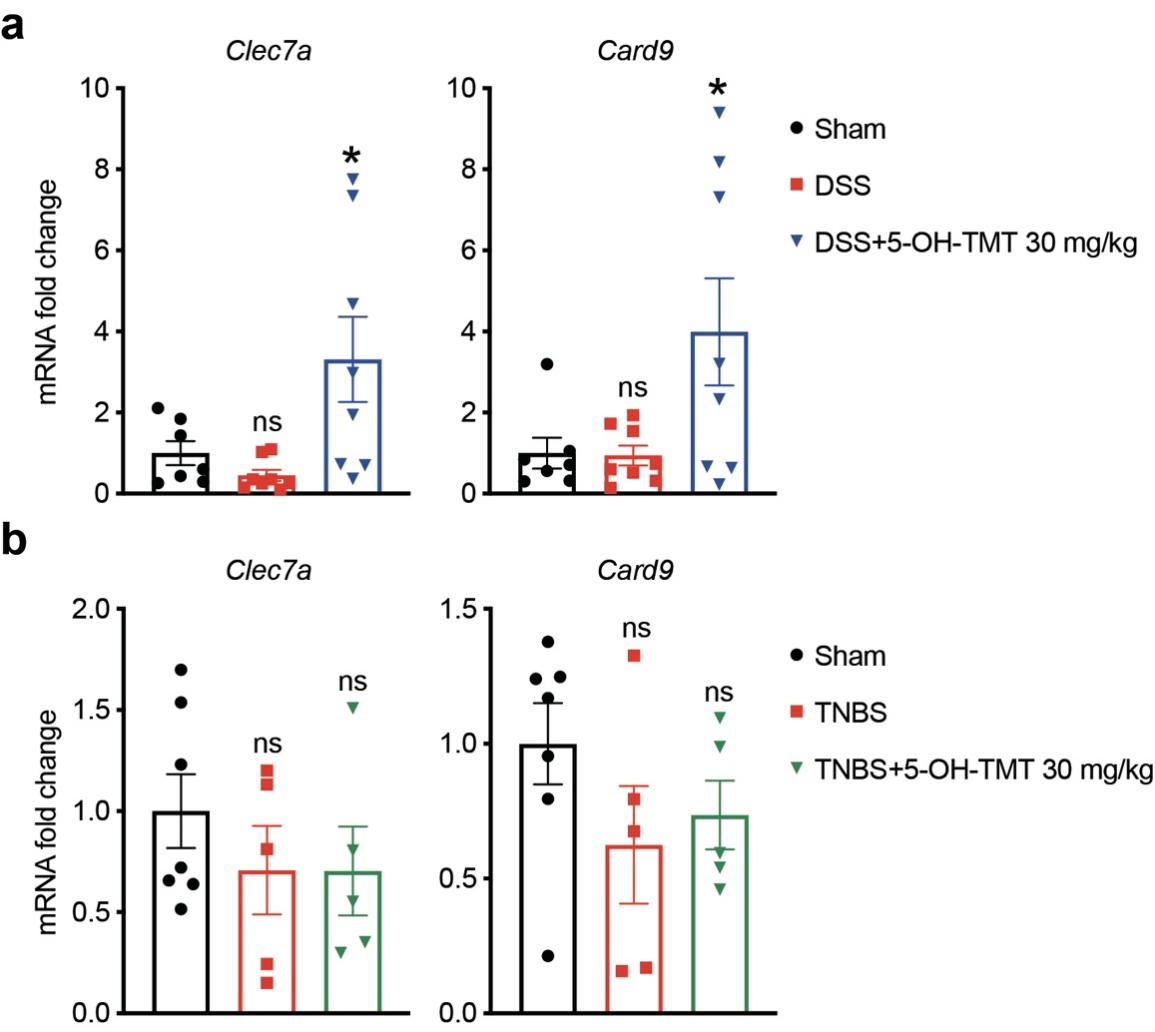

**Fig. S10. 5-OH-TMT upregulates *Clec7a* and *Card9* expression in DSS- but not TNBS-induced colitis. a** Relative mRNA expression of *Clec7a* and *Card9* in colon tissues from sham, DSS, and DSS+5-OH-TMT (30 mg/kg) groups, as determined by qPCR (*n* = 8 per group). **b** Relative mRNA expression of *Clec7a* and *Card9* in colon tissues from sham, TNBS, and TNBS+5-OH-TMT (30 mg/kg) groups, as determined by qPCR (*n* = 5-6 per group). Data are presented as mean ± SEM. *P* values are determined by two-tailed Student’s *t*-test. ^*^*P* < 0.05 vs. DSS or TNBS group; ns, not significant.

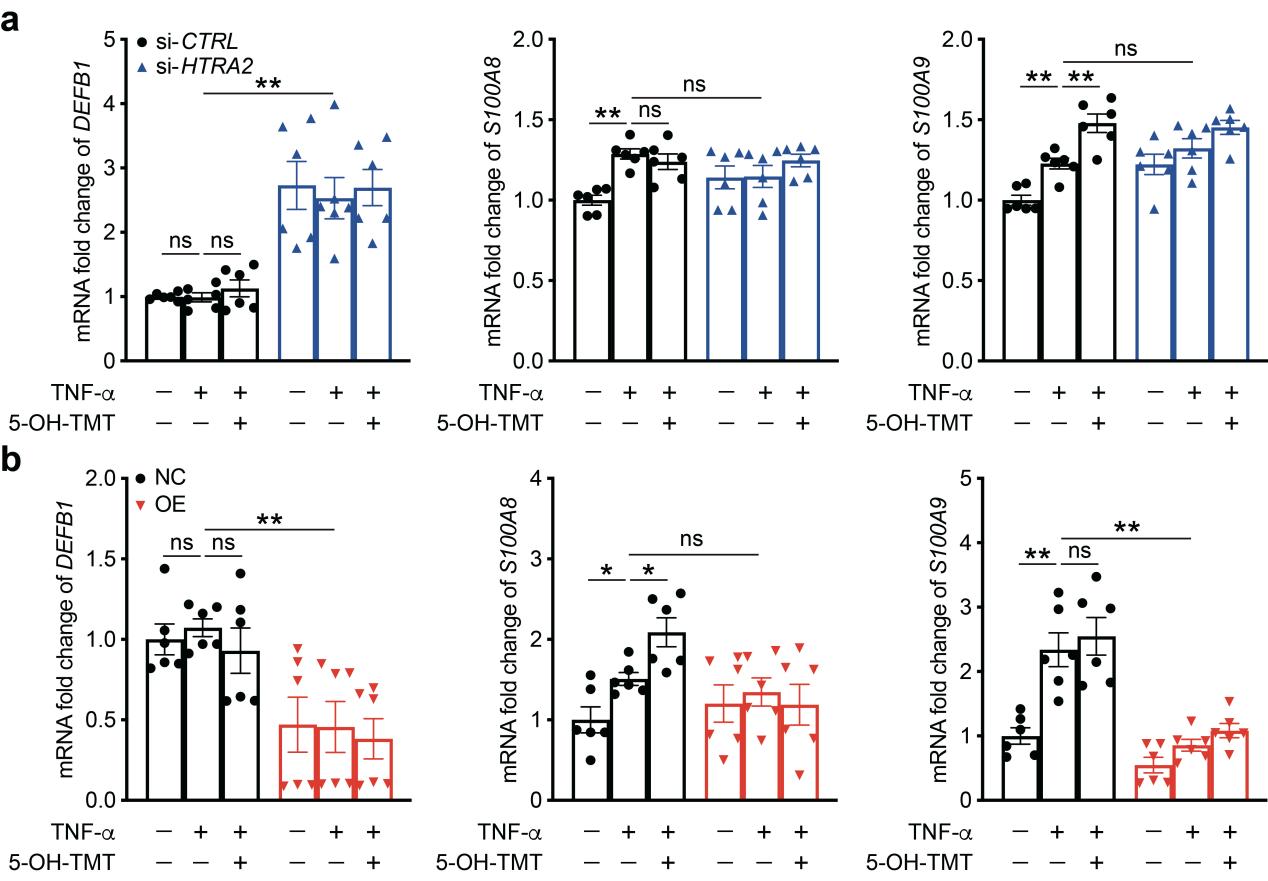

**Fig. S11.** **HTRA2 regulates antimicrobial peptide expression. a**,**b** Antimicrobial peptides genes *DEFB1*, *S100A8*, *S100A9* mRNA expression in NCM460 cells infected with si-*CTRL* and si-*HTRA2* (**a**) or NC and OE (**b**) stimulated by TNF-*α* and treated with or without 5-OH-TMT. Data are represented as mean ± SEM, *n* = 6. The *P* values are determined by Tukey’s multiple-comparison test. ***P* < 0.01, **P* < 0.05, ns, not significant.

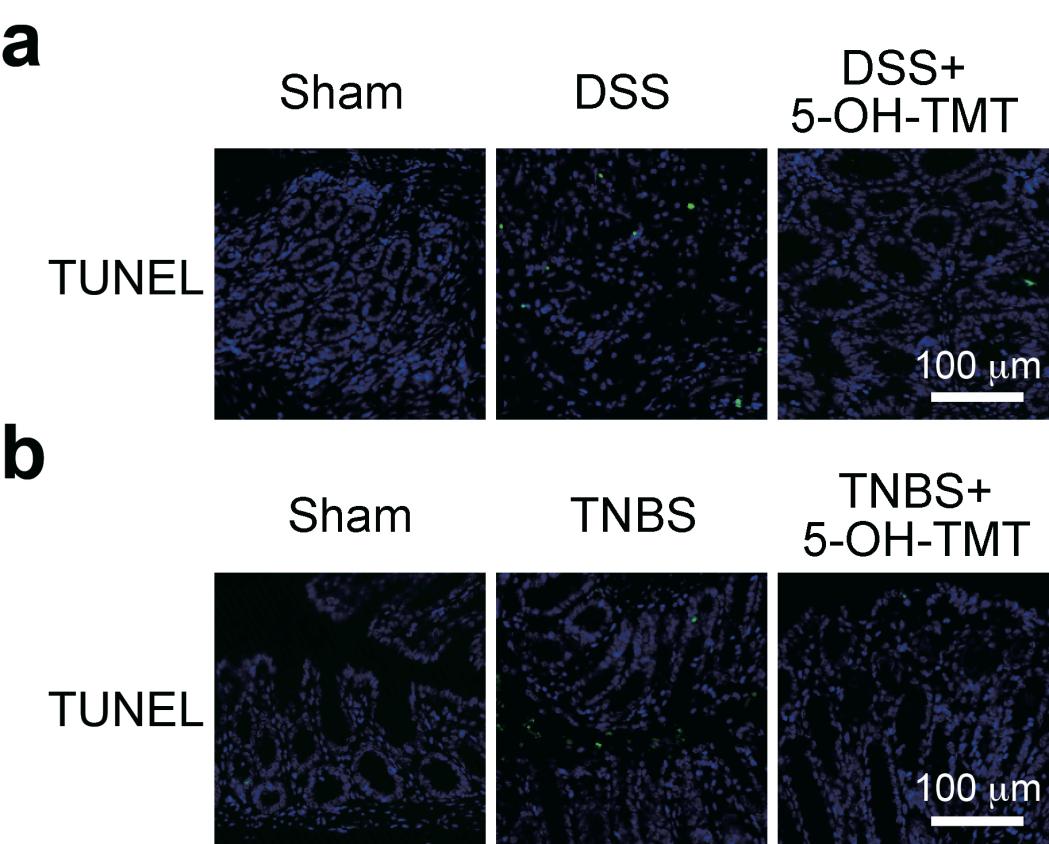

**Fig. S12. 5-OH-TMT attenuates colonic apoptosis in murine colitis models. a,b** Colon tissue sections from DSS-induced (**a**) or TNBS-induced (**b**) mice treated with 30 mg/kg 5-OH-TMT or vehicle were immune-stained for TUNEL (*green*) prior to analysis by confocal microscopy. Scale bars, 100 μm.

**Table S1**. Primers for quantitative PCR analysis.

| **Primers** | **Sequences（5' to 3'）** | |
| --- | --- | --- |
| mouse-*Gapdh-F* | GGTTGTCTCCTGCGACTTCA | |
| mouse*-Gapdh-R* | TGGTCCAGGGTTTCTTACTCC | |
| mouse-*Tnfa-F* | GACGTGGAACTGGCAGAAGAG | |
| mouse-*Tnfa-R* | TTGGTGGTTTGTGAGTGTGAG | |
| mouse-*Il6-F* | CAAAGCCAGAGTCCTTCAGAG | |
| mouse-*Il6-R* | GTCCTTAGCCACTCCTTCTG | |
| mouse-*Il1b-F* | ACGGACCCCAAAAGATGAAG | |
| mouse-*Il1b-R* | TTCTCCACAGCCACAATGAG | |
| mouse-*Il10-F* | ACCTGCTTTCCCCAAAACGAA | |
| mouse-*Il10-R* | TGAGAGAAGTCGCACTGAGTC | |
| mouse-*Cldn1-F* | AGGTCTGGCGACATTAGTGG | |
| mouse-*Cldn1-R* | CGTGGTGTTGGGTAAGAGGT | |
| mouse-*Ocln-F* | ACACTTGCTTGGGACAGAGG | |
| mouse-*Ocln-R* | AAGGAAGCGATGAAGCAGAA | |
| mouse-*Zo1-F* | GACCTTGATTTGCATGACGA | |
| mouse-*Zo1-R* | AGGACCGTGTAATGGCAGAC |  |
| mouse-*Clec7a-F* | GACTTCAGCACTCAAGACATCC |  |
| mouse-*Clec7a-R* | TTGTGTCGCCAAAATGCTAGG |  |
| mouse-*Card9-F* | TCCAGACGGAGAGCCGATTA |  |
| mouse-*Card9-R* | CCTGGGTGAACTGTCTTCCAA |  |
| mouse-*Defb1-F* | AGGTGTTGGCATTCTCACAAG |  |
| mouse-*Defb1-R* | GCTTATCTGGTTTACAGGTTCCC |  |
| mouse-*S100a8-F* | AAATCACCATGCCCTCTACAAG |  |
| mouse-*S100a8-R* | CCCACTTTTATCACCATCGCAA |  |
| mouse-*S100a9-F* | ATACTCTAGGAAGGAAGGACACC |  |
| mouse-*S100a9-R* | TCCATGATGTCATTTATGAGGGC |  |
| human-*ACTIN*-F | ATTGGCAATGAGCGGTTC | |
| human-*ACTIN*-R | GGATGCCACAGGACTCCAT | |
| human-*CLEC7A*-F | TGGGAGGATGGATCAACATT | |
| human-*CLEC7A*-R | TGGGTTTTCTTGGGTAGCTG | |
| human-*CARD9*-F | ATGTCGGACTACGAGAACGAT | |
| human-*CARD9*-R | TGATGCGTGAGGGGTCGAT | |
| human-*CLDN1*-F | CCTCCTGGGAGTGATAGCAAT | |
| human-*CLDN1*-R | GGCAACTAAAATAGCCAGACCT | |
| human-*OCLN*-F | ACAAGCGGTTTTATCCAGAGTC | |
| human-*OCLN*-R | GTCATCCACAGGCGAAGTTAAT | |
| human-*ZO1*-F | CAACATACAGTGACGCTTCACA | |
| human-*ZO1*-R | CACTATTGACGTTTCCCCACTC | |
| human-*DEFB1*-F | ATGAGAACTTCCTACCTTCTGCT | |
| human-*DEFB1*-R | TCTGTAACAGGTGCCTTGAATTT | |
| human-*S100A8*-F | ATTTTGGGGAGACCTGGTGG | |
| human-*S100A8*-R | GCTTCCAGGCCCACCTTTAT | |
| human-*S100A9*-F | GCTTCTCGGCTTGGTAGGAG | |
| human-*S100A9*-R | GCTTCTCGGCTTGGTAGGAG | |

How the deposited data were processed for this re-analysis (not part of the article)

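RNA of the human intestinal epithelial cell line NCM460 was sequenced in 12 libraries, 3 in each of 4 groups: medium, TNF-α, TNF-α with 5-OH-TMT, and TNF-α with HTRA2 knocked down by siRNA. The authors prepared poly(A)-selected libraries and deposited 1 table of FPKM per gene and library, with the gene length they used. The paper's text names neither the aligner, the counting program, the build, the scaling of the FPKM nor the strandedness of the counting, and it gives the fold change and unadjusted p that define a DEG without naming the test. It also does not say whether the knockdown libraries are 3 of 1 siRNA or 1 of each of 3 siRNAs, and they were treated as replicates. The gene identifiers and coordinates were compared with GENCODE 29 (GRCh38), and 99.9% had the same chromosome, start and end.

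Whole reads were recovered from the deposited FPKM by multiplying each value by the gene length and by the library's smallest step, which left whole numbers for 100% of the values in each library. The sum of the recovered reads was between 0.949 and 1.03 times the divisor that the FPKM imply, so the divisor was not the plain sum over genes. The reads on genes had a median of 32547401 per library in medium, 36091074 with TNF-α, 35959068 with 5-OH-TMT and 35735929 in the knockdown. A floor of 3 reads was applied to folds: where every library of a group lay at or under it, the fold was computed against the floor and is given as a lower bound. Between replicates, the spread of the reads was larger than counting error, with a chi-squared per degree of freedom of 6.87 to 40.8 over the pairs of libraries within a group.

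The analysis used R 4.3.3 with limma 3.58.1. A linear model with 1 mean per group was fitted to log2(FPKM + 0.1) of the 18079 genes with a mean FPKM of at least 0.1 over the 12 libraries, with eBayes and a mean-variance trend, leaving 8 residual degrees of freedom. The contrasts were TNF-α against medium, TNF-α with 5-OH-TMT against TNF-α, and the knockdown against TNF-α, all two-sided, with Benjamini-Hochberg adjustment over the genes tested. DEGs were called at a fold change of at least 2 with an unadjusted p of at most 0.05. Genes under the filter that the paper names were taken from a fit of the 31951 genes with an FPKM above 0 in at least 1 library. Single genes were also compared by an exact permutation test of 3 libraries against 3, whose smallest two-sided p is 0.1.

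Gene lists were tested with limma's camera at its preset correlation of 0.01, and again with fry and with camera's correlation estimated from the data. The median of each list was also compared by an exact two-sided permutation test over the choices of 3 of the 6 libraries, added after the values were seen, whose smallest p is again 0.1. DEGs on a list were counted against all genes tested by a one-sided Fisher's exact test. The lists were 102 genes of C-type lectin receptor signaling, 40 interferon-stimulated genes and 28 NF-κB targets, written by hand because the KEGG sets were not used here, and the genes of the heatmaps of Figs. 6d and 7c and of Fig. 7e. These lists, the tests, the thresholds, the rule for naming genes and the alternative settings for the C-type lectin receptor list, the counts and the genes were fixed before the data were examined, and so were the comparisons of the interferon list in the knockdown and of the NF-κB list with TNF-α. The other comparisons of these 2 lists, and the alternative settings for both, were added after the values were seen. A list of 25 genes of sterol and fatty acid synthesis and one of 7 targets of the aryl hydrocarbon receptor were added after the values were seen. The C-type lectin receptor list shared 3 genes with the interferon list and 9 with the NF-κB list. Named are every gene the paper names for these cells and, per contrast, the 5 genes that rose most and the 5 that fell most among those with a mean FPKM of at least 1, an adjusted p under 0.05 and every library of one group beyond every library of the other. By this rule 644, 7 and 2673 genes could be named in the 3 contrasts.

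Because the contrasts share the TNF-α libraries, the correlation across genes, the overlaps and the DEG counts were set beside 100 simulations in which groups without change were drawn from the residuals of the fit, whole libraries at a time, and beside 100 with independent noise per gene. In both, every library was redrawn around a group mean, that of TNF-α for the 5-OH-TMT and knockdown groups. Residuals came from all 12 libraries with random signs, so the simulated spread was not matched to each group's own. The fit was tested on simulated data in 5 runs, each with 200 genes of at least 100 mean reads changed by 2 on the log2 scale. It recovered 199 to 200 of them at an adjusted p under 0.05 and called 10 to 19 unchanged genes, and in a contrast with no change it called at most 2. The alternatives were other pseudocounts (1 and 0.01), other filters, rescaling by the median of ratios, quantile normalization, rescaling to a fixed sum, a fit to only the groups compared, eBayes without trend, the replicate number as a term, each library left out in turn, and, added later, voom on the recovered reads. The 3 siRNA sequences were aligned to the GENCODE 29 transcripts, and figures drawn, with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9. Left out were the mouse, protein and qPCR experiments, which the table does not cover, and pathway databases.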

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

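Each result in this part was raised because it lies in genes the paper does not discuss for that comparison and stands above its level in the TNF-α libraries that served as the control. The comparison of the interferon-stimulated genes was set up in advance. So were the splits of the samples and, for single genes, the other settings and the fits that left out 1 library. The other tests in this part were chosen only after the result was seen. The lists of sterol and fatty acid genes and of aryl hydrocarbon receptor targets were also added then.

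With 5-OH-TMT, CYP1A1 rose by 1.63, FOLR1 by 1.07, WNT4 by 0.94, SCD by 0.89 and EGR1 by 0.76 on the log2 scale, each in 3 of 3 libraries above every TNF-α library. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes with an adjusted p under 0.05, and 1 as many DEGs, in both cases the split by treatment, so the design allows no smaller share. CYP1A1 kept an adjusted p under 0.05 in the 9 other settings with all libraries and in the 6 fits that left out 1 library, whereas FOLR1 (up to 0.207), WNT4 (0.187), SCD (0.207) and EGR1 (0.133) lost it when 5-OH-TMT library 1, among others, was left out. The median number of reads on genes was 36091074 with TNF-α and 35959068 with 5-OH-TMT, which leaves little room for depth.

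CYP1A1 is a target of the aryl hydrocarbon receptor. On the list of 7 such targets, of which 6 were tested, the median log2 fold change with 5-OH-TMT was 0.42 (camera p = 1.2e-06, fry p = 2.0e-05, estimated correlation p = 0.0050, exact permutation p = 0.1), and 6 of 6 were higher, 5 of them in every library. Of the 10 splits of the 6 samples, 1 gave a median as far from 0. TNF-α alone had lowered the list by a median of −0.33, so low values in the shared TNF-α libraries were weighed first. They cannot be the whole source, since the knockdown libraries, compared with the 5-OH-TMT libraries without any use of the TNF-α libraries, had a median of −0.36, with 0 of 6 higher (camera p = 1.5e-04, fry p = 2.0e-05, exact permutation p = 0.1), and 5-OH-TMT against medium gave 0.19 (camera p = 0.0390, estimated correlation p = 0.142, exact permutation p = 0.1). A candidate explanation is that 5-OH-TMT, an indole, activates the receptor, and without CYP1A1 the list still had a median of 0.32 (camera p = 2.5e-04), though an exact permutation test gave p = 0.2. Activation of the receptor and relief of its fall under TNF-α cannot be told apart with these groups, since no library had 5-OH-TMT without TNF-α. Transfection is a further open difference if the TNF-α libraries, like the knockdown libraries, came from transfected cells and the 5-OH-TMT libraries did not. In the knockdown the list had a median of 0.0892 (camera p = 0.796, exact permutation p = 0.3). Its genes moved both ways: 4 of 6 were higher, as was 1 of the 2 with an adjusted p under 0.05. AHRR stood at 1.18, 1.30 and 1.28 FPKM in the knockdown, 2.02, 1.81 and 2.17 with TNF-α, and 3.08, 2.67 and 3.00 with 5-OH-TMT. An effect through HTRA2 stays open, because the knockdown left 0.502 of the HTRA2 transcript and its control libraries carry no label of a control siRNA.

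SCD belongs to fatty acid synthesis. The 25 listed genes of sterol and fatty acid synthesis, which do not include SCD, had a median log2 fold change of 0.17 with 5-OH-TMT (camera p = 4.8e-06, fry p = 0.0015, estimated correlation p = 0.0211, exact permutation p = 0.1), and 21 of 25 were higher, though 0 had an adjusted p under 0.05 over all genes and 12 an unadjusted one. Of the 10 splits of the 6 samples, 1 gave a median as far from 0. The TNF-α libraries lay below medium on this list (−0.16), the knockdown lay above the TNF-α libraries as well (0.27), and 5-OH-TMT against medium gave a median of 0.11 (camera p = 0.135, exact permutation p = 0.1). These values are consistent with low values in the shared TNF-α libraries, and an effect of 5-OH-TMT itself stays open. FOLR1, WNT4 and EGR1 share the same control libraries, and no separate explanation was tested for them. WNT4 stood at an FPKM of 0.465 in medium, 1.74 with TNF-α, 3.45 with 5-OH-TMT and 10.0 in the knockdown, EGR1 at 143, 47.2, 79.7 and 69.1.

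In the knockdown, CXCL10 rose by 3.41, MIR635 by a fitted 3.34, SPRR1A by 3.25 and LCN2 by 3.00 on the log2 scale, each in 3 of 3 libraries above every TNF-α library. The 40 interferon-stimulated genes, none of which is CXCL10, had a median log2 fold change of 1.15 (camera p = 6.4e-43, fry p = 1.6e-08, estimated correlation p = 6.4e-04, exact permutation p = 0.1), and 40 of 40 were higher in every knockdown library than in every TNF-α library, where 17.5% of all tested genes were and chance gives 10% for both directions together. Of the 10 splits of the 6 samples, 1 gave a median as far from 0. A rise of these genes was what an interferon response to transfected siRNA would show, and it was found. Scaling between libraries is argued against, since the lowest median over 3 rescalings was 1.15. A stronger response to TNF-α as the whole source is argued against as well: TNF-α itself moved the interferon list by 0.39 and the NF-κB list by 2.23, but the knockdown moved the interferon list by 0.554 more than the NF-κB list. Whether the transfection or the loss of HTRA2 raised the 40 genes cannot be told apart, because the TNF-α libraries carry no label of a control siRNA, while the legend of Fig. 7 names one, so that it is not settled whether their cells were transfected.

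The NF-κB targets rose further in the knockdown, by a median of 0.60 (camera p = 3.5e-14, fry p = 4.9e-05, estimated correlation p = 0.0230, exact permutation p = 0.1), and 22 of 26 were higher in every knockdown library than in every TNF-α library, against the same 17.5% and 10%. Of the 10 splits of the 6 samples, 1 gave a median as far from 0. Low values in the TNF-α libraries are argued against as the whole source by the knockdown against 5-OH-TMT, where the median was 0.53 (camera p = 1.9e-09, fry p = 4.4e-04, estimated correlation p = 0.0569, exact permutation p = 0.1). The transfection and the loss of HTRA2 cannot be told apart here either, because no TNF-α library carries a label of a control siRNA. TNF itself rose by 2.25 (adjusted p = 0.0011) and IL6 fell by 1.22 (adjusted p = 0.0256), while the paper reports less p65 phosphorylation, a protein measure not analysed here.

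MIR635 is a gene of 98 bases and lies inside WIPI1 on the same strand. WIPI1 rose by 1.00 on the log2 scale (standard error 0.14, adjusted p = 5.4e-04), so the reads of MIR635 may be reads of WIPI1, and the 2 sources cannot be told apart without the reads. Its adjusted p of 0.0345 also rose above 0.05 in each of the 6 fits that left out 1 library (0.0576 to 0.128). For SPRR1A and LCN2 no explanation beyond the shared design was tested.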

How the results depend on the processing

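Not every result for a single gene was tried in other settings: those of SREBF1, S100A9 and WIPI1, among others, were not. The settings were varied for 41 results for single genes. Over the alternatives that were set in advance, 359 of their 397 values kept direction and side of the threshold, 34 lost it, 2 gained it and 2 reversed, and over the fits that each left out 1 library 198 of 246 kept both, 45 lost it and 3 reversed. Voom on the recovered reads was added after seeing the data, and 38 of 41 kept both. The alternatives for the other lists were added after seeing the data. The interferon list in the knockdown, the NF-κB list with TNF-α and in the knockdown, and the sterol and aryl hydrocarbon receptor lists with 5-OH-TMT kept their direction and side of the threshold under every alternative run and with each library left out. For the NF-κB and interferon lists with 5-OH-TMT only the tests were varied, and both lost it with fry and with the estimated correlation. Their medians ranged over the alternatives from 1.02 to 1.201 (interferon, knockdown), 1.42 to 2.34 (NF-κB, TNF-α), 0.54 to 0.67 (NF-κB, knockdown), 0.14 to 0.19 (sterol) and 0.31 to 0.50 (aryl hydrocarbon receptor). The C-type lectin receptor list in the knockdown did so too, from 0.11 to 1.31, and from 0.13 to 0.17 with 1 library left out. The correlation across genes stayed between 0.437 and 0.483 over the settings and between 0.407 and 0.555 with 1 library left out, within the simulated range throughout.

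With a pseudocount of 1, the DEGs numbered 91 for TNF-α (82.4% of them higher, against 64.6%), 14 for 5-OH-TMT and 155 for the knockdown (91.6% higher, against 72.9%). The overlap of the first 2 fell to 1, and 3 genes had an adjusted p under 0.05 with 5-OH-TMT. The larger pseudocount shrinks folds of genes with few reads by its construction. With only genes of a mean FPKM of at least 1, the DEGs numbered 164, 32 and 259 and the overlap 5, since fewer genes were tested, and 127 genes had an adjusted p under 0.05 with 5-OH-TMT. That last count was also 4 with quantile normalization, 19 with rescaling to a fixed sum, 911 in the fit to only the 2 groups compared, 1 in eBayes without trend and 236 with voom, against 7. The cause was not tested. With TNF-α, the fit to the 2 groups compared gave 392 genes with an adjusted p under 0.05.

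The C-type lectin receptor list in the 5-OH-TMT contrast changed side with the genes of Fig. 7c in its place (0.48, camera p = 3.3e-04, exact permutation p = 0.1). This is no independent test, because those genes were higher in the knockdown than in the same TNF-α libraries. The list changed direction with rescaling to a fixed sum (−0.016) and with voom (−0.0094). With 1 library left out its median stayed above 0 (0.024 to 0.064), so its direction depends on the processing and is not settled. CARD9 in the knockdown reversed with quantile normalization (−0.070), and TJP1 with rescaling to a fixed sum (0.019). The cause was not tested, but CARD9 had 5 to 12 reads in these libraries. TJP1 ranged from −0.125 to 0.041 across the 6 fits that each left out 1 library, and was above 0 without TNF-α library 1 (0.015), without TNF-α library 2 (0.041) and without knockdown library 3 (0.0055).

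With 1 library left out, 1 to 5 genes had an adjusted p under 0.05 with 5-OH-TMT, against 7 with all, with 1 without TNF-α library 3 or without 5-OH-TMT library 3, and 5 without 5-OH-TMT library 2. In the knockdown this number ranged from 2015 to 3337, lowest without knockdown library 1 (2015) and without TNF-α library 2 (2062). The overlap of the TNF-α and 5-OH-TMT DEGs ranged from 67 to 110, highest without TNF-α library 2. Fewer samples leave less power, which bears on these counts by construction. NOD2 in the knockdown lost an adjusted p under 0.05 without TNF-α library 1 (0.0597), without TNF-α library 2 (0.0847) and without knockdown library 1 (0.0899), its levels in TNF-α resting on 4 to 48 reads.

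The replicate numbers do not pair the libraries: after removal of the group means, the 18 pairs of libraries with the same number in different groups had correlations of −0.104 to 0.0382, and 0 of them exceeded 0.1. With the number as a block all the same, 1 gene had an adjusted p under 0.05 with 5-OH-TMT, and 36 of the 41 gene results kept direction and side of the threshold. The block uses up residual degrees of freedom, so fewer calls are no sign of a weaker effect.

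Depth limits the genes with few reads most. In 148 of the 271 DEGs of 5-OH-TMT, 181 of the 494 of TNF-α and 172 of the 764 of the knockdown, every library of 1 group had 3 reads or fewer, and there the size of the change cannot be given.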

Differences from the paper's values

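The overlap of the TNF-α and 5-OH-TMT DEGs was 73 here, and the paper's is about 41 in Fig. S8, read by eye. Of the alternatives set before the data were examined, the fit to only the 2 groups compared, with 54, comes within 1.5 times the paper's count. A pseudocount of 1 (1 gene), a pseudocount of 0.01 (93), a mean FPKM of at least 1 (5), no filter (108), rescaling by the median of ratios (73), quantile normalization (77), rescaling to a fixed sum (90), eBayes without trend (65) and the replicate number as a term did not, and neither did voom (66), which was chosen after seeing the values.

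The direction of Fig. 7a differs from that in its legend, knockdown over control. In Fig. 7a the genes shown as up number about 230 and those shown as down about 800, read by eye, while 557 of the 764 DEGs were higher in the knockdown here, so the plotted direction is TNF-α over knockdown. In Fig. 6b about 110 genes are shown as up and about 150 as down, read by eye, while 124 of the 271 DEGs were higher with 5-OH-TMT here, and the sums alone do not settle the direction. The enrichment score is about −0.33 in Fig. S9 and about −0.49 in Fig. 7d, read by eye, and with TNF-α first, as those plots appear to be drawn, it was −0.293 and −0.576 here. No p was computed for the scores here, and the gene set and the ranking may differ from the paper's. The legends of both plots also call the enrichment negative, whereas the text speaks of activation, and with 5-OH-TMT or the knockdown first the scores here are positive.

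The paper gives an increase with 5-OH-TMT for CLEC7A, CARD9 and SYK. Here their log2 fold changes were 0.27, 0.21 and 0.16, with adjusted p of 0.430, 0.703 and 0.80, and no setting run here brought any of them under 0.05. The value of CARD9, whose FPKM lay under the pseudocount, was pulled toward 0 and ranged from 0.0309 to 0.517 over the other planned settings. The paper gives an enrichment of C-type lectin receptor signaling with 5-OH-TMT, which the list used here did not show (camera p = 0.213, exact permutation p = 0.5). The genes of the Fig. 7c heatmap, an alternative set before the data were examined, had a median of 0.48 (camera p = 3.3e-04, estimated correlation p = 0.0676, exact permutation p = 0.1), but they were higher in the knockdown than in the same TNF-α libraries, so low values in those libraries would give a positive median without an effect of 5-OH-TMT.

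The paper gives an increase of OCLN and MUC2 in the knockdown. Both were higher in every knockdown library here, but their adjusted p were 0.174 and 0.0750. The folds lay near those of Fig. 7e, 1.18 times the TNF-α mean here and about 1.2 in the figure for OCLN, and 3.96 and about 3.9 for MUC2, the paper's read by eye, and the legend names no adjustment of its test over genes. Unadjusted, p was 0.0567 for OCLN and 0.0075 for MUC2 in limma, with an exact permutation p = 0.1 for each. MUC2 came under 0.05 in the fit to only the 2 groups compared (0.0430), in eBayes without trend (0.0450) and with voom (0.0344), which was chosen after seeing the values, over a range of 0.0344 to 0.233 with all libraries. OCLN came under 0.05 in no setting run here. By qPCR of NCM460 cells (Fig. 8), samples not covered here, the paper also reports CARD9 and ZO1 (TJP1) higher in the knockdown. In these libraries their log2 fold changes ranged from −0.0696 to 0.238 and from −0.0231 to 0.0192 over the other planned settings. The lowest adjusted p was 0.585 for CARD9 and 0.891 for TJP1.

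Fig. 7e compares the knockdown with a control siRNA. Its control points for NOD2 lie at about 0.80, 0.20 and 2.0 in Fig. 7e, read by eye, and the 3 TNF-α libraries, each divided by their mean, lay at 0.804, 0.199 and 2.00. The control points of that panel thus appear to be these TNF-α libraries, and whether their cells were transfected stays open.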

Other observations

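The simulations with shared control libraries and the splits of the samples were planned in advance. The tests of the C-type lectin receptor list without interferon and NF-κB genes and of DEGs with few reads were chosen only after the result was seen.

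The 5-OH-TMT and knockdown changes were each measured against the same 3 TNF-α libraries, which alone correlates them. Of 100 simulated pairs of unchanged groups, 55 had a correlation across genes at least as high as the observed 0.466, 20 had at least as many DEGs in the same direction as the observed 88, and 42 had at least as large an overlap of TNF-α and 5-OH-TMT DEGs as the observed 73. The shared libraries may therefore account for the overlap. For the correlation and the DEGs in the same direction this stays open, since the simulated knockdown held no change, unlike the real one. In simulations with independent noise per gene, which leave out noise shared by many genes of a library, 0 of 100 reached 88, while 100 of 100 reached the correlation. With the TNF-α libraries parted between the contrasts, the correlation was 0.0839 to 0.163 over all genes, inside the simulated range of −0.599 to 0.740, and 0.191 to 0.365 over genes with a mean FPKM of at least 1, inside the simulated range of −0.726 to 0.762 for those genes.

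For TNF-α against medium, 1 of the 10 splits of the 6 samples gave as many DEGs, 1 as many genes with an adjusted p under 0.05, and 1 a median of the NF-κB list as far from 0. For the knockdown against TNF-α, 1 of the 10 splits of the 6 samples gave as many DEGs, 1 as many genes with an adjusted p under 0.05, and 1 a median of the C-type lectin receptor list as far from 0. For 5-OH-TMT against TNF-α, 5 of the 10 splits of the 6 samples gave a median of the C-type lectin receptor list as far from 0. In each case the count includes the real split, and 10 splits cannot give a share under 0.1.

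Of the 78 tested C-type lectin receptor genes, 66 are on neither the interferon nor the NF-κB list. In the knockdown these 66 had a median log2 fold change of 0.08 against 0.15 for the full list (camera p = 0.0316, fry p = 7.9e-06, estimated correlation p = 0.0247, exact permutation p = 0.1). This argues against the genes shared with those 2 lists as the whole source of the rise, though they may account for part of it. The 66 also rose with TNF-α against medium (median 0.065, 42 higher, camera p = 0.0015, exact permutation p = 0.1). Other genes that respond to TNF-α are therefore not excluded as the source. The excess of DEGs on the list did not remain: 5 of the 66 were DEGs against 2.79 expected (Fisher's exact test, one-sided, p = 0.146), while the full list had 8 against 3.30 (p = 0.0170). No test left out the genes of the Fig. 7c heatmap, to which all of the full list's DEGs but IL6 belong. With 5-OH-TMT the same genes had a median of −0.0041 (camera p = 0.836, exact permutation p = 0.8). The interferon list had a median of 0.15 with 5-OH-TMT (camera p = 0.0382, fry p = 0.247, estimated correlation p = 0.439, exact permutation p = 0.1).

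Of the 271 DEGs of 5-OH-TMT, 29 had a mean FPKM of at least 1, which is consistent with few reads per gene behind most of them. In 100 simulated groups without change, drawn whole libraries at a time, 27 gave at least 271 DEGs, but for the knockdown 0 of 100 gave 764. With independent noise per gene, 0 of 100 gave 271 DEGs (range 163 to 224), so the 2 kinds of noise differ on this count. With that noise, 0 of 100 also reached the 7 genes with an adjusted p under 0.05.

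The antimicrobial genes that the paper measured by other means were also read in these libraries. S100A9 stood at an FPKM of 65.9 ± 5.19 (SD, n = 3) with TNF-α, 87.8 ± 1.66 (SD, n = 3) with 5-OH-TMT and 373 ± 99.8 (SD, n = 3) in the knockdown, log2 fold changes of 0.42 (adjusted p = 0.206) and 2.46 (8.9e-06). S100A8 had a log2 fold change of −0.11 with 5-OH-TMT (adjusted p = 0.898). DEFB1, with 6 to 16 reads per library with TNF-α and 15 to 20 in the knockdown, had one of 0.82 in the knockdown (adjusted p = 0.0944). HTRA1, which siRNA 1# matches with 2 mismatches, had one of 0.55 (adjusted p = 0.421) on 4 to 15 reads with TNF-α and 8 to 28 in the knockdown.

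Knockdown library 2 differed from the other 2 of its group by more than other replicates did. Its chi-squared per degree of freedom was 31.4 and 40.8 against libraries 1 and 3, which differed from each other by 6.87, and mitochondrial genes took 2.95% of its reads against 4.21% and 4.50%.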
